# Pbp1 associates with Puf3 and promotes translation of its target mRNAs involved in mitochondrial biogenesis

**DOI:** 10.1371/journal.pgen.1010774

**Published:** 2023-05-22

**Authors:** Floortje van de Poll, Benjamin M. Sutter, Michelle Grace Acoba, Daniel Caballero, Samira Jahangiri, Yu-San Yang, Chien-Der Lee, Benjamin P. Tu

## Abstract

Pbp1 (poly(A)-binding protein—binding protein 1) is a cytoplasmic stress granule marker that is capable of forming condensates that function in the negative regulation of TORC1 signaling under respiratory conditions. Polyglutamine expansions in its mammalian ortholog ataxin-2 lead to spinocerebellar dysfunction due to toxic protein aggregation. Here, we show that loss of Pbp1 in *S*. *cerevisiae* leads to decreased amounts of mRNAs and mitochondrial proteins which are targets of Puf3, a member of the PUF (Pumilio and FBF) family of RNA-binding proteins. We found that Pbp1 supports the translation of Puf3-target mRNAs in respiratory conditions, such as those involved in the assembly of cytochrome c oxidase and subunits of mitochondrial ribosomes. We further show that Pbp1 and Puf3 interact through their respective low complexity domains, which is required for Puf3-target mRNA translation. Our findings reveal a key role for Pbp1-containing assemblies in enabling the translation of mRNAs critical for mitochondrial biogenesis and respiration. They may further explain prior associations of Pbp1/ataxin-2 with RNA, stress granule biology, mitochondrial function, and neuronal health.

## Author summary

The yeast protein Pbp1 and its mammalian ortholog ataxin-2 are both markers of stress granules. The function of such granules and what they do to mRNA transcripts has been unclear. Here we use budding yeast to show that Pbp1 regulates transcripts involved in mitochondrial biogenesis, specifically those that are targets of Puf3, a member of the PUF family of sequence-specific RNA-binding proteins. Loss of Pbp1 results in reduced amounts of these mRNAs and the proteins they encode. Intriguingly, many of these are components of cytochrome c oxidase. We further show Pbp1 associates with Puf3 under respiratory conditions to assist the translation of these mRNAs. These findings suggest Pbp1-containing granules regulate the translation of a specific class of mRNAs according to the metabolic demands of the cell.

## Introduction

Yeast cells are capable of rapidly adapting their metabolism to changes in environmental conditions. When grown in glucose media, yeast cells use glycolysis for energy production and suppress mitochondrial biogenesis. However, in the presence of a non-fermentable carbon source, such as lactate, yeast cells adapt by inducing mitochondrial biogenesis to increase ATP production by oxidative phosphorylation (OXPHOS). The majority of the protein components of the electron transport chain are nuclear-encoded and need to be imported into the mitochondria. This essential process also requires cytosolic protein participants and is tightly regulated according to the cell’s metabolic needs [1].

Puf3 is one such cytosolic protein that plays a key role in the post-transcriptional regulation of mitochondrial biogenesis. Puf3 is a member of the PUF protein family, which are conserved RNA-binding proteins that recognize a consensus motif in the 3’ UTR of their target mRNAs [2]. Most of the target mRNAs associated with Puf3 are important for OXPHOS, many of which encode for subunits of mitochondrial ribosomes or respiratory complexes [3–8]. Depending on glucose availability, Puf3 can switch the fate of its target mRNAs from decay to translation [9]. In the presence of non-fermentable sugars that require respiratory metabolism, Puf3 becomes heavily phosphorylated in its N-terminal low complexity region [9,10], leading to the stabilization and translation of its bound transcripts. Furthermore, Puf3 has been found in ribonucleoprotein (RNP) granules [9].

The yeast ortholog of ataxin-2, poly(A) binding protein-binding protein 1 (Pbp1), associates with poly(A)-tails and is also found in RNP granules [11,12]. Prior evidence also suggests that Pbp1 is important for the maintenance of mitochondrial function. For instance, Pbp1 overexpression has been shown to rescue various mitochondrial abnormalities including defects in intron splicing, protein import, and mitochondrial damage and death caused by a mutation in the mitochondrial ADP/ATP carrier *AAC2* that is equivalent to one in humans with progressive external ophthalmoplegia [13–15]. We also demonstrated that Pbp1 negatively regulates TORC1 leading to autophagy and mitophagy in nutritional stress conditions that require respiration [16]. In addition, loss of Pbp1 can lead to mitochondrial dysfunction, increased sensitivity to oxidative stress, and cell death [16,17]. These findings collectively suggest that Pbp1 plays an important role in promoting mitochondrial function.

Here we utilized *S*. *cerevisiae* to discover a functional relationship between Pbp1, mitochondria, and Puf3. We find that Pbp1 and Puf3 interact through their low-complexity domains and that this interaction facilitates the translation of mRNAs that are targets of Puf3 under respiratory conditions. These findings reveal that Pbp1 supports mitochondrial function via assemblies involved in mRNA translation, which may provide key insights into how ataxin-2 mutations cause neurodegenerative diseases.

## Results

To interrogate a possible role for Pbp1 in mitochondrial function, we assayed mitochondrial protein abundance in response to switching from glycolytic (YPD) to respiratory (YPL) media, which are conditions that demand mitochondrial biogenesis, in wild type (WT) and *pbp1Δ* cells. We assessed Por1 (mitochondrial porin) and Cox2 (subunit II of cytochrome c oxidase) protein levels using readily available antibodies by immunoblot in YPD and at several time points after switching to YPL (Fig 1A). Por1 protein levels increased over time during growth in respiratory conditions in both WT and *pbp1Δ* cells. Strikingly, Cox2 protein levels were severely decreased in *pbp1Δ* compared to WT cells at all time points. Moreover, *pbp1Δ* cells showed a significantly reduced growth rate in YPL compared to WT cells (Fig 1B), but their growth rate in YPD was similar to WT. These observations are consistent with *pbp1Δ* cells having compromised mitochondrial function due to reduced amounts of proteins required for respiration, such as Cox2.

**Fig 1:**
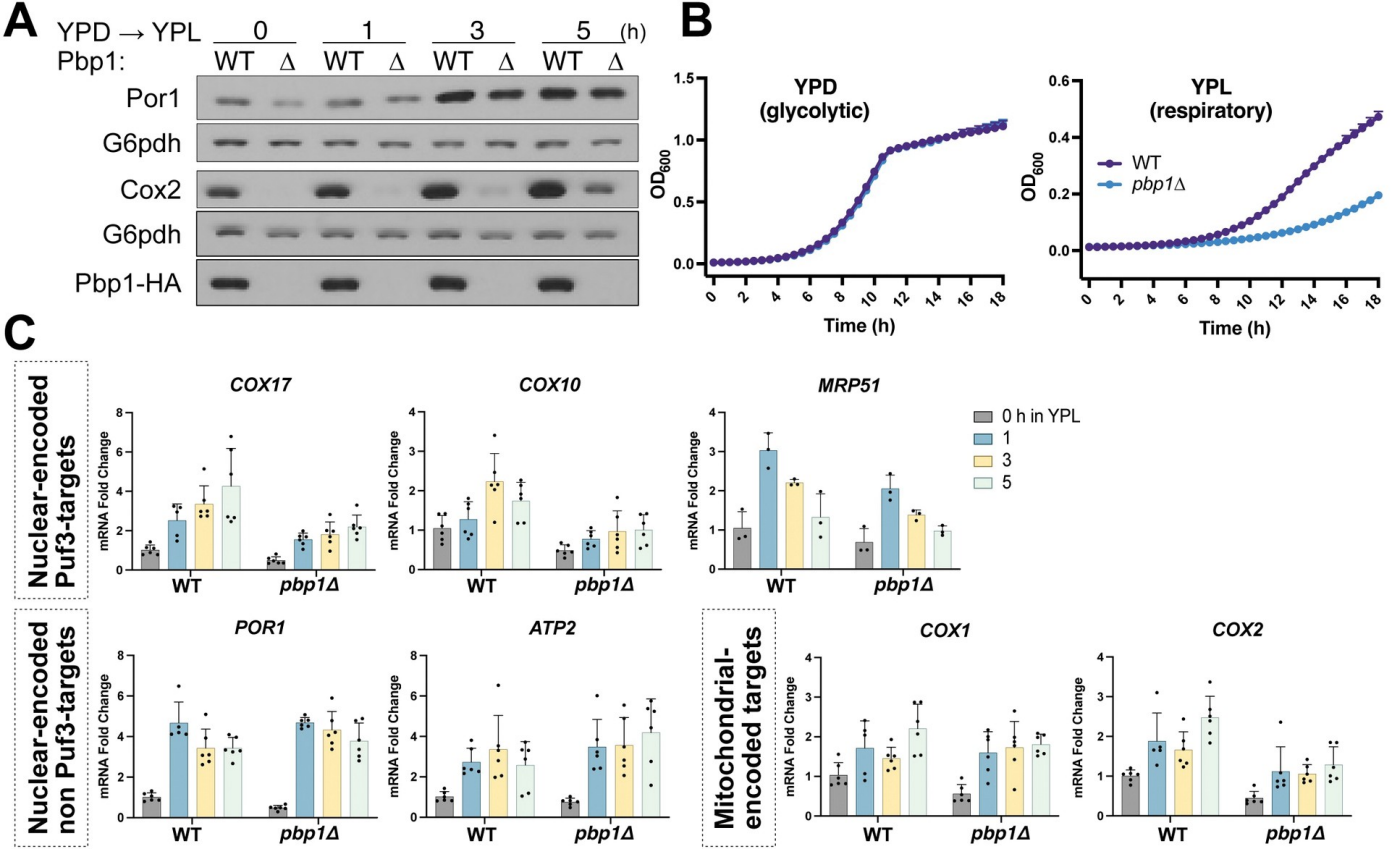
Pbp1 regulates Puf3-target mRNA and protein levels. A. A protein (Cox2) whose synthesis is dependent on Puf3-target mRNAs is decreased in *pbp1Δ* cells compared to WT. Cells were grown to log phase in glucose (YPD) media and then washed and resuspended in lactate (YPL) media. Samples were collected before and after switch to YPL, quenched, followed by protein extraction. Equal amounts of total protein were assessed by immunoblot for Cox2, Por1, Pbp1, and G6pdh levels. B. Cells lacking Pbp1 have a growth defect in respiratory (YPL) but not in glycolytic (YPD) growth conditions compared to WT cells. Cells were grown to log phase in glucose or lactate media, then resuspended at low OD in fresh media and A_600_ was measured every 30 min for 18 h. Error bars represent SD; n = 3. C. Decreased mRNA levels of Puf3-target mRNAs are observed in *pbp1Δ* cells. The abundance of the indicated transcripts was measured by qRT-PCR and normalized to *ACT1* levels at different time points after switching from YPD to YPL media. Error bars represent SD; n = 6 except for *MRP51*; n = 3.

As Pbp1 interacts with Pab1 (poly(A)-binding protein 1) and contains putative RNA-binding domains [11], we tested the possibility that the loss of Pbp1 might affect the abundance of mRNAs involved in mitochondrial function. Analysis of a panel of nuclear- and mitochondrial-encoded mRNAs revealed that *COX17*, *COX10*, and *MRP51* transcripts were decreased in *pbp1Δ* cells (Fig 1C). By contrast, no significant differences were observed in *POR1* and *ATP2* transcripts. Notably, the transcripts exhibiting reduced abundance in *pbp1Δ* mutant cells (*COX17*, *COX10*, *MRP51*) all have Puf3-binding elements in their 3’ UTRs and are Puf3-target mRNAs [6,9]. For mitochondrial-encoded transcripts, we observed a modest decrease in COX2 transcripts in *pbp1Δ* cells at later time points in YPL and slight differences in COX1. The translation of COX2 relies on mitochondrial ribosomes, most subunits of which are post-transcriptional mRNA targets of Puf3 (e.g., MRP51). Therefore, defects in the translation of mitochondrial-encoded genes, such as *COX2*, indicate disruption of Puf3 function [9]. In principle, reduction of Cox2 protein levels could also be due to altered mitochondrial membrane potential and reduced protein import into this organelle. As a problematic mitochondrial protein import system leads to the cytosolic accumulation of mitochondria-targeted proteins [14,18], we examined the fate of Cox4, a nuclear-encoded complex IV subunit that does not contain a Puf3-binding element in the 3’UTR of its encoding gene. Steady state Cox4 protein amounts were comparable between WT and *pbp1Δ* cells (S1 Fig). Moreover, following treatment of cells with the uncoupler CCCP, we did not observe an increase in the “pre”-processed form of Cox4 in *pbp1Δ* cells (S1 Fig), which suggests there is no major defect in mitochondrial membrane potential and protein import in these mutants.

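Poly-A RNA-seq libraries were made from WT and *pbp1Δ* cells in log phase in YPD and 3 h after the switch to YPL, with 2 libraries for each genotype and medium. The authors aligned the reads to the S288C genome, counted uniquely mapped reads per gene and deposited normalized counts, in which the reads of a library are divided by a single factor. At a whole-read tolerance of 0.01, every value in a library is a whole multiple of the same number, from 0.8916 to 1.1611 normalized counts. This number was taken as the value of 1 read. On that scale the libraries held 33651287 to 39476235 reads on the listed genes, with a median of 36931434. The 10 genes with the most reads held 5.84% to 9.43% of them. *PBP1* (YGR178C), the deleted gene, lies on chromosome VII from 851047 to 853215 in the R64 assembly. It had 12315 ± 525 normalized counts (SD, n = 2) in WT cells in YPD and 11157 ± 63.8 (SD, n = 2) in YPL. In *pbp1Δ* cells it had 0 reads in both YPD libraries, and 0 and 1 reads in the YPL libraries. Set against 3 reads, the limit that a count of 0 allows, *PBP1* was at least 3870-fold lower in YPD and at least 3940-fold lower in YPL. Such limits cover counting error only. Of the 5774 genes listed, the 5759 with a mean of at least 10 normalized counts over the 8 libraries were tested with limma on log2(normalized count + 1), in a single fit over the 4 groups. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.58, the thresholds of the paper's methods. In YPD, 50 genes were lower and 6 were higher in *pbp1Δ* cells. In YPL, 240 genes were lower and 30 were higher. Of these, 45 were lower and 5 were higher in both media. Without adjustment, 472 genes in YPD and 1026 in YPL had a p under 0.05. The median log2 fold change of all tested genes was -0.018 in YPD and -0.006 in YPL. The SD of the log2 difference between replicates was 0.58 for WT and 0.53 for *pbp1Δ* cells in YPD, and 0.22 for WT and 0.31 for *pbp1Δ* cells in YPL. The libraries of the genotypes did not overlap for 31.5% of genes in YPD and 57.6% in YPL, where chance gives 33.3%. When the 4 libraries of each medium were fitted alone, 9 genes were lower in YPD and 374 in YPL. With the replicate number as a block over both media 75 and 254 were lower, and 192 and 401 with such a block within each medium.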

We next performed an unbiased, transcriptome-wide analysis to assess the abundance of mRNAs in *pbp1Δ* cells growing in either glycolytic (YPD) or respiratory conditions (YPL) (Fig 2). 

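The genes lower in *pbp1Δ* cells were compared with 12 gene lists by one-sided Fisher's exact tests against all tested genes, with Benjamini-Hochberg adjustment over the lists within each medium. In YPD, mitoribosomal subunits made up 18 of the 50 lower genes (adjusted p = 4.53e-21). Another 6 encode mitochondrial aminoacyl-tRNA synthetases or translation factors (adjusted p = 1.14e-07). The YPD genes also included 6 of the 7 a-specific genes, which are expressed in **a** but not in α cells (adjusted p = 1.31e-11), 2 of the 8 listed arginine biosynthesis genes (adjusted p = 0.006) and 2 of the 24 cytochrome c oxidase assembly factors (adjusted p = 0.0433). These were the 5 lists past the threshold in YPD, and 3 were past it among the genes lower by a log2 fold change over 1. The count of lists was not computed under the other fits. The called mitoribosomal subunits behind it depended on the fit. With the YPD libraries fitted alone 0 were called lower, and 7 after centring each library on its median. With the replicate number as a block over both media or within each medium, 33 and 44 were. In YPL, mitoribosomal subunits made up 73 of the 240 lower genes (adjusted p = 2.92e-98). The mitochondrial synthetases and translation factors gave 18 (adjusted p = 1.29e-20) and the cytochrome c oxidase assembly factors 14 (adjusted p = 1.78e-13). *COX17*, *COX10*, *MRP51*, *MRP1*, *RSM19* and *MEF1*, a list of 6 transcripts that the paper names as Puf3 targets, were all among the YPL genes (adjusted p = 1.48e-08), as were 6 a-specific genes (adjusted p = 8e-08) and 4 arginine biosynthesis genes (adjusted p = 0.000361). Gene ontology terms were also taken from the reference annotation, counting direct annotations only, which gave 1239 terms with at least 5 of 5357 background genes. Of these terms, 5 were over-represented among the genes lower in YPD and 24 among those lower in YPL. The term mitochondrial translation held 19 of its 93 genes in YPD (adjusted p = 8.01e-19) and 80 in YPL (adjusted p = 1.07e-97, one-sided Fisher's exact test). The term mitochondrion held 34 of its 1042 genes in YPD (adjusted p = 9.95e-12) and 198 in YPL (adjusted p = 4.3e-105). Of 18 terms for pheromone response, conjugation or mating, 0 were over-represented among the genes lower in YPD. Their smallest adjusted p was 0.198, and 1 had an unadjusted p under 0.05. Among the genes higher in YPD, 1 of the 18 was over-represented (adjusted p = 0.0017, one-sided Fisher's exact test). *HMRA1*, whose sequence the *MAT***a** locus shares, had 0 reads in each *pbp1Δ* library, against 1121 to 1693 in the WT libraries. A difference in mating type between the strains is taken up in the closing section.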

Gene ontology analysis of the set of transcripts with a significant decrease in *pbp1Δ* cells revealed that mitochondrial translation and mitochondrial gene expression categories were highly enriched (Fig 2C and 2D). Moreover, following examination of transcripts encoding mitochondrial ribosomal subunits, all of which are Puf3 targets [8], or a set of Puf3 targets determined by multi-omics analyses [6], these mRNAs were all found to be decreased in *pbp1Δ* cells, especially in respiratory conditions (Fig 2A and 2B).

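All 78 transcripts encoding mitoribosomal subunits were in the deposited table. Their median log2 fold change in *pbp1Δ* against WT cells was -0.64 in YPD, with a range from -1.39 to -0.13, and -1.14 in YPL, with a range from -2.08 to -0.52. All 78 were below 0 in both media. The combined SD of the library medians of this list was 0.21 in YPD and 0.19 in YPL, smaller than either median change. With each library left out in turn, the median stayed between -0.74 and -0.56 in YPD and between -1.25 and -1.04 in YPL. Centring each library on its median moved it most among the other settings, to -0.57 in YPD and -1.08 in YPL. As a set, the subunits were lower than other genes in limma's camera test with a preset correlation of 0.01 (p = 3.12e-64 in YPD and 9.33e-67 in YPL). Both calls held with an estimated correlation (p = 0.0289 and 0.0271) and in limma's fry test (p = 0.00295 and 0.000334). Single members were called lower for 18 of the 78 in YPD and 73 in YPL. Adjusted over the list alone, the counts were 44 and 75. *MRPL38* (YKL170W) had the lowest fold change in both media, but only 0 to 32 reads per library, and was not called in either. *COX17*, *COX10*, *MRP51*, *MRP1*, *RSM19* and *MEF1* were taken from the paper's text as single Puf3-target transcripts. In YPL, *COX17* (YLL009C, chromosome XII from 131205 to 131414) had 12912 and 13176 normalized counts in the WT libraries and 4903 ± 372 (SD, n = 2) in *pbp1Δ* cells. Its log2 fold change was -1.41 (standard error 0.17, adjusted p = 0.00562 from limma). For *COX10* (YPL172C, chromosome XVI from 224353 to 225741), the counts were 7209 ± 94.9 and 2143 ± 31.6 (SD, n = 2), with a log2 fold change of -1.75 (standard error 0.15, adjusted p = 0.00205 from limma). *MRP51* (YPL118W) had 12402 ± 231 and 5569 ± 731 normalized counts (SD, n = 2), a log2 fold change of -1.16 (standard error 0.11, adjusted p = 0.00327 from limma). The YPL log2 fold changes of *MRP1*, *RSM19* and *MEF1* were -1.11, -1.19 and -1.60, and all 3 were called. In YPD, *COX17*, *COX10* and *MRP51* had log2 fold changes of -0.86, -0.77 and -0.48, with adjusted p of 0.0978, 0.0884 and 0.15 from limma. Of the 6, only *MEF1* was called in YPD (log2 fold change -1.12, adjusted p = 0.0134 from limma), and it was not called when the YPD libraries were fitted alone. With the replicate number as a block over both media, *COX17* and *MRP1* were also called in YPD (adjusted p = 0.0389 and 0.029 from limma). With such a block within each medium, *COX17*, *COX10* and *MRP1* were also called. What a replicate number marks is not stated in the paper or the labels. Adjusted over the list alone, 4 of the 6 were called in YPD and 6 in YPL. The target set from the multi-omics study was not used here.

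**Figure D1:**
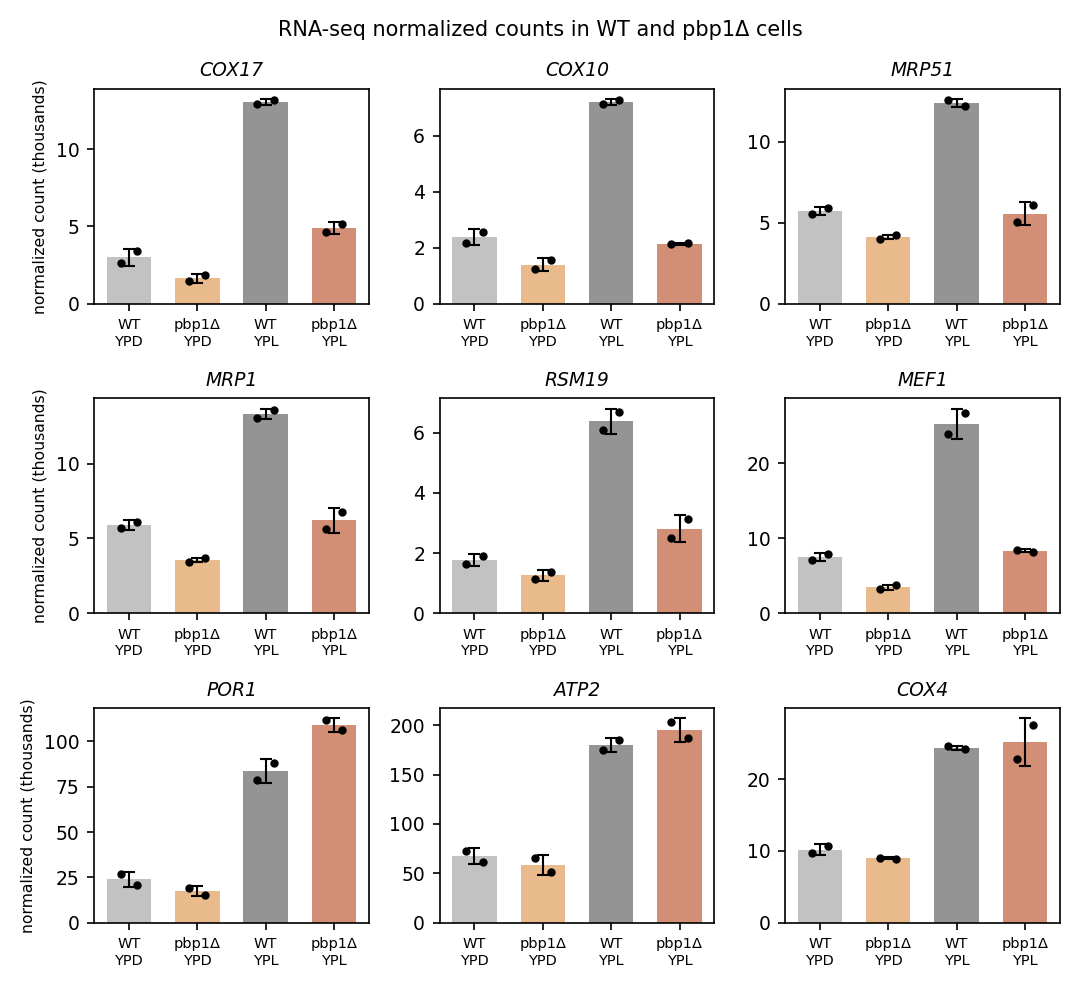
Normalized counts (y axes, linear from 0) of the 6 Puf3-target transcripts and of *POR1*, *ATP2* and *COX4* in WT and *pbp1Δ* cells in YPD and YPL. Bars show the mean of 2 libraries, error bars the SD and points the libraries. In YPL both *pbp1Δ* libraries lie below both WT libraries for each of the 6 Puf3-target transcripts.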

**Fig 2:**
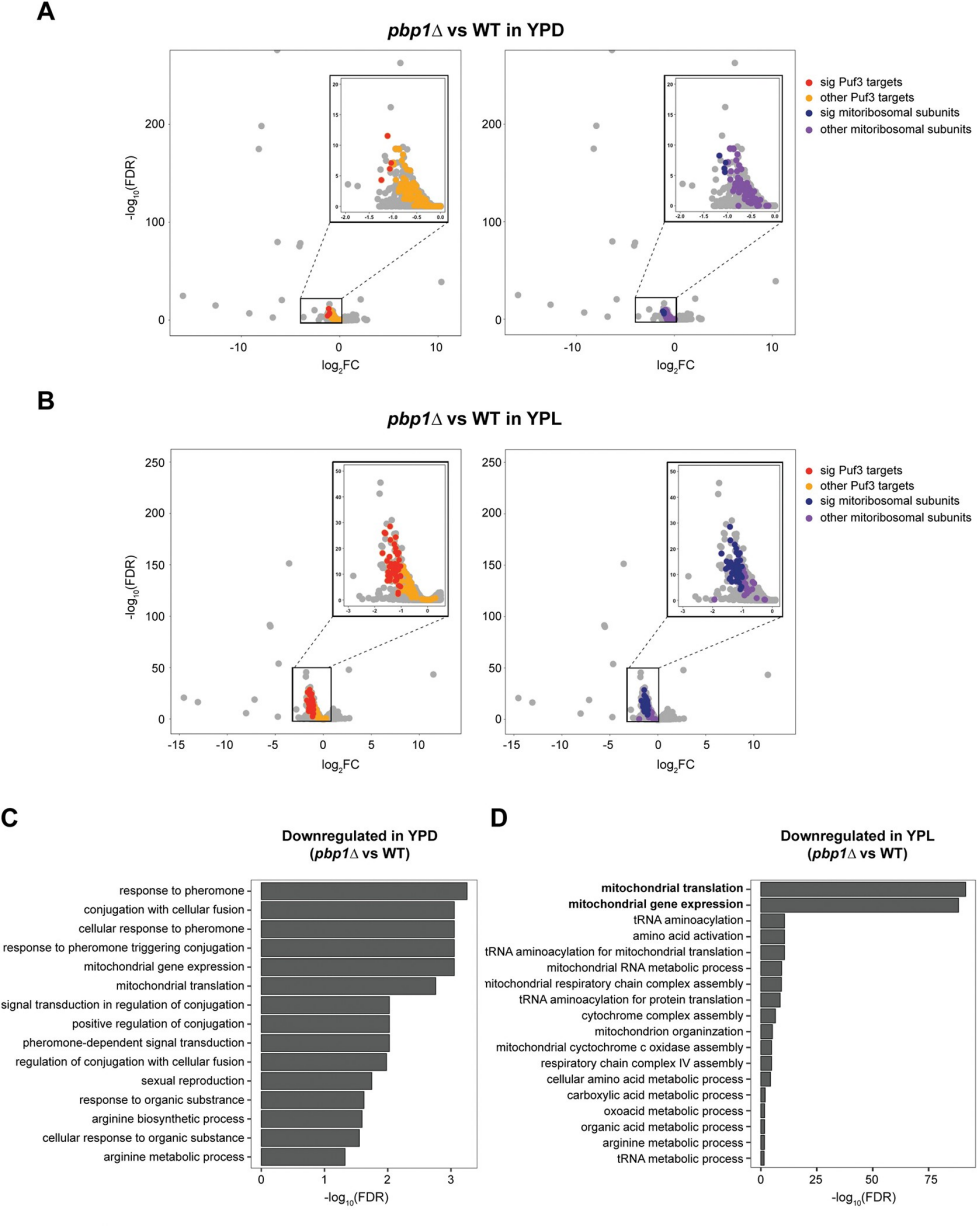
Transcriptomic analysis of *pbp1Δ* mutant cells. A. RNA-seq analysis of *pbp1Δ* and WT cells grown in YPD to log phase. Volcano plots depict differentially expressed genes. “Sig” denotes whether the change in expression is statistically significant. B. RNA-seq analysis of *pbp1Δ* and WT cells following switch to YPL for 3 h. Volcano plots depict differentially expressed genes. Complete RNA-seq data are also available and searchable in S1 Table. C. Gene ontology (GO) terms that were significantly enriched in significantly downregulated genes in *pbp1Δ* mutant cells in the YPD condition. D. Gene ontology (GO) terms that were significantly enriched in significantly downregulated genes in *pbp1Δ* mutant cells in the YPL condition. Note the abundance of transcripts involved in some aspect of mitochondrial function that are decreased in *pbp1Δ* cells.

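Beyond the mitoribosome, 23 transcripts encoding mitochondrial aminoacyl-tRNA synthetases and translation factors had a median log2 fold change of -0.53 in YPD and -1.20 in YPL. The camera test gave p = 3.44e-21 in YPD and 7.54e-26 in YPL, and both calls held under fry and with an estimated correlation. Of the 23, 11 in YPD and 20 in YPL were called when adjusted over the list alone. The 24 cytochrome c oxidase assembly factors had a median of -0.41 in YPD and -0.97 in YPL, and 23 of them were below 0 in each medium. Adjusted over the list alone, 4 of these were called in YPD and 18 in YPL. The 29 nuclear-encoded structural subunits of complexes III, IV and V, of which 3 have a Puf3-binding motif within 200 nt after the stop codon, had a median of -0.16 in YPD and -0.0037 in YPL. In this list, 27 members were below 0 in YPD and 15 in YPL, and 0 were called in either medium, also when adjusted over the list alone (4 in YPD and 3 in YPL had an unadjusted p under 0.05). Camera with the preset correlation gave p = 4.2e-05 in YPD and 0.356 in YPL, and the YPD call was lost with an estimated correlation (p = 0.149) and in fry (p = 0.053). The 13 cytosolic aminoacyl-tRNA synthetases had a median of -0.069 in YPD and 0.0038 in YPL, again with 0 called (0 and 2 with an unadjusted p under 0.05). Of these, 12 were below 0 in YPD and 6 in YPL. In YPD fry gave p = 0.0258 for this list, while camera gave p = 0.089 and, with an estimated correlation, 0.205. Arginine biosynthesis, whose 8 listed genes were all below 0 in both media, had a median of -0.55 in YPD and -0.61 in YPL.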

The specific decrease in mRNA levels of Puf3-target mRNAs in *pbp1Δ* cells suggests that Pbp1 may help Puf3 stabilize and promote the translation of its target mRNAs. To test this possibility, we examined the extent of translation of a Puf3-binding element-containing mRNA following the shutoff of its transcription. 

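A gene was taken to have a Puf3 element when TGTANATA, with N for any base, lies on its strand within 200 nt after its stop codon in the reference genome, a window that stands in for the 3’ UTR. The 834 tested genes with an element had a median log2 fold change of -0.12 in YPD and -0.22 in YPL (camera's p was 6.18e-13 in YPD, 6.41e-22 in YPL). The calls held with an estimated correlation (p = 0.0247 and 0.0093) and in fry (p = 0.00373 and 0.000214). The combined SD of the library medians was 0.06 in YPD and 0.04 in YPL. Requiring a C at 1 or 2 bases before the motif moved the medians most, to -0.31 in YPD and -0.73 in YPL. Centring each library on its median brought them nearer 0, to -0.04 in YPD, which is under that SD, and -0.16 in YPL. Of the 834 genes, 33 were called lower in YPD and 199 in YPL, and adjusted over the list alone the counts were 86 and 237. Outside the mitoribosomal, mitochondrial synthetase and cytochrome c oxidase assembly lists, 713 genes with an element remained, with a median of -0.15 in YPL and 94 called lower. In YPD their median was -0.078, with 7 called lower. For these 713 genes the YPD camera call was lost with an estimated correlation (p = 0.058) and held in fry (p = 0.00795). The reversed motif ATANATGT, searched in the same window as a control for base composition, was found in 572 genes, whose median in YPL was -0.0029. Among the 397 of them without an element, 0 were called lower in YPL (27 at an unadjusted p under 0.05), against 23.9% of the genes with an element and 0.9% of the 4528 genes with neither motif. *POR1*, *ATP2* and *COX4*, which the paper uses as transcripts that are not Puf3 targets, have no element in the window. *POR1* (YNL055C) had 83489 ± 6560 normalized counts (SD, n = 2) in WT and 108865 ± 3830 in *pbp1Δ* cells in YPL, a log2 fold change of 0.38 (standard error 0.16, adjusted p = 0.276 from limma). In YPL, *ATP2* had a log2 fold change of 0.12 and *COX4* of 0.04, and *COX4* fell below 0 (-0.10) without the second *pbp1Δ* library. In YPD the values of *POR1*, *ATP2* and *COX4* were -0.45, -0.20 and -0.18. Of these 3 genes, 0 were called in either medium, also when adjusted over the list alone, and 1 in YPD and 1 in YPL had an unadjusted p under 0.05. From a decrease described as specific to Puf3-target mRNAs, the paper proposes that Pbp1 may help Puf3 to stabilize its targets and promote their translation.

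**Figure D2:**
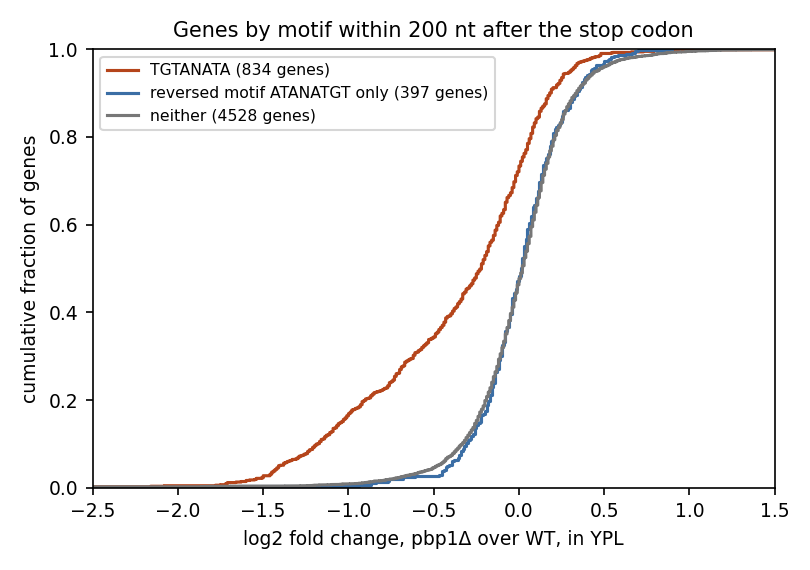
Cumulative fraction of genes (y axis) by log2 fold change of *pbp1Δ* over WT cells in YPL (x axis) for 834 genes with TGTANATA, 397 with only the reversed motif and 4528 with neither. The curve of the genes with TGTANATA lies to the left of the other two over most of its negative range.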

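In the R64 assembly, *MRP51* (YPL118W) lies on the plus strand of chromosome XVI, with a coding sequence in 1 segment from 326628 to 327662. The element TGTAAATA starts 46 nt after the stop codon, from 327708 to 327715, and occurs once in the 200 nt after the stop codon. The reference reads TTCAGAGTTCTGTAAATAAATAAAGAAA around it. The mutated motif of the reporter is given as ACACAATA in the paper's strain table and differs from the reference element by the 4 substitutions T1A, G2C, T3A and A4C, with positions counted from 1 at the 5’ end of the element.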

The reporter consists of a mitochondrial targeting sequence (MTS), the GFP coding sequence, and the 3’ UTR of the mitochondrial ribosomal gene MRP51, which contains a Puf3-binding element (P3E) (Fig 3A) [9]. The construct was integrated into a strain expressing a chimeric GAL4_DBD_-ER-VP16 transcription factor enabling inducible expression by the addition of ß-estradiol [19]. This reporter allows monitoring of GFP transcript and protein amounts following a pulse of expression in the background of WT or *pbp1Δ* cells. Moreover, including a mutant reporter in which the P3E contains a four-nucleotide mutation allows the assessment of reporter translation dependent on an intact P3E.

**Fig 3:**
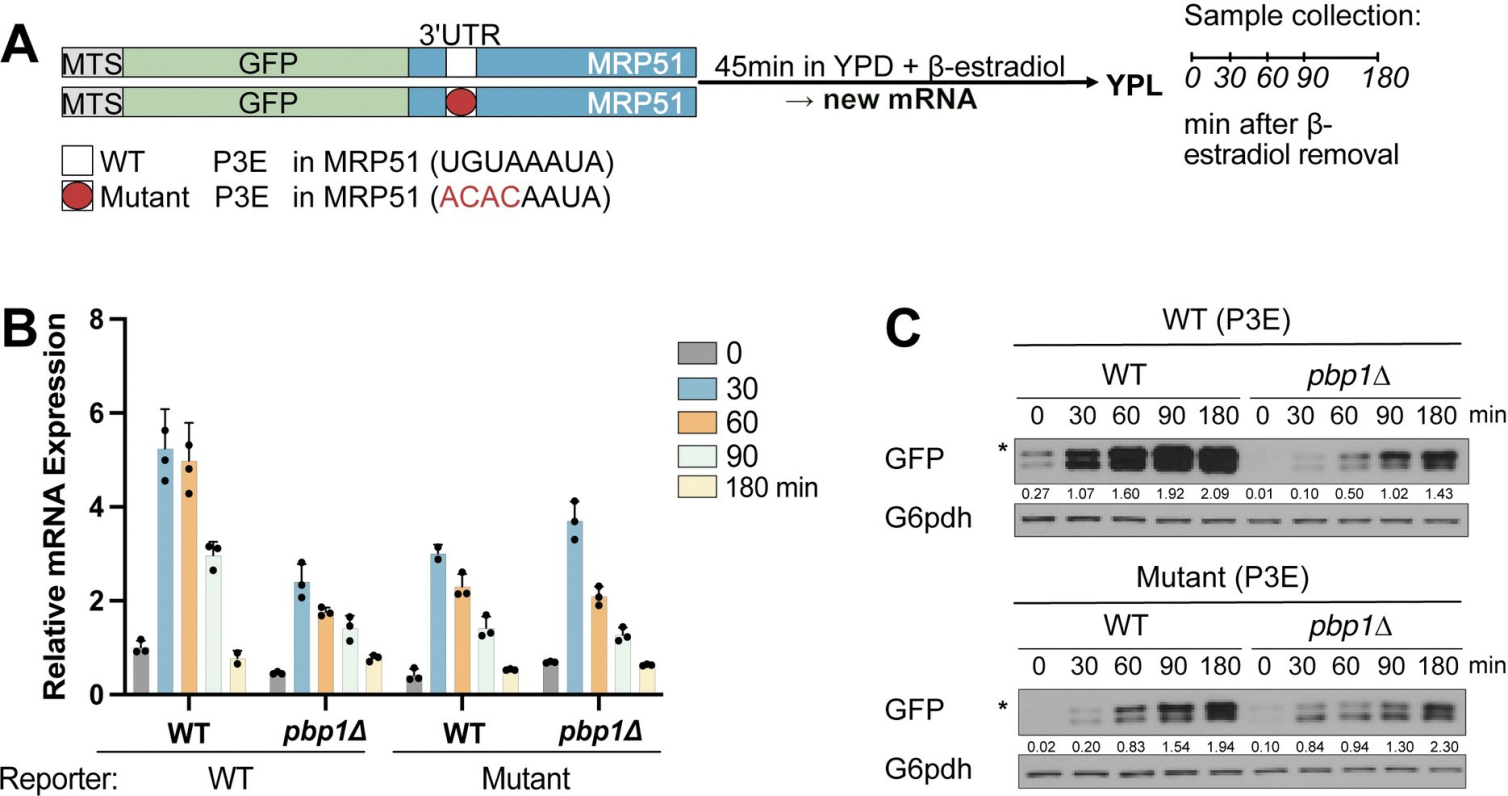
Pbp1 promotes the translation of Puf3-target mRNAs in respiratory conditions. A. Schematic representation of the Puf3 mRNA reporter assay. The indicated reporter constructs containing either a WT or mutant 3’ UTR of the MRP51 gene were placed under the control of the GAL1 promoter and integrated into strains expressing GAL4DBD-ER-VP16, in a WT or *pbp1Δ* background. After cells were grown in YPD to log phase, β-estradiol was added to induce a pulse of transcription of the reporter mRNA. After 45 min, cells were washed twice to remove β-estradiol and then resuspended in YPL medium. P3E = Puf3-binding Element, MTS = mitochondrial targeting sequence. B. A reduction in GFP-mRNA can be observed for the reporter with intact P3E in *pbp1Δ* cells compared to WT, while no significant differences are observed for the mutant P3E reporter. Cells were harvested at 0, 30, 60, 90, and 180 min for analysis of reporter mRNA levels by qRT-PCR for GFP and normalized to *ACT1*. The increase in mRNA levels observed after medium switch is due to an unavoidable washing step to remove β-estradiol. Note that Puf3 is not absolutely required for the translation of its target mRNAs. Error bars represent SD; n = 3. C. Pbp1 promotes the translation of the reporter containing an intact P3E. Reporter translation was assayed using an anti-GFP antibody, and G6pdh was used as a loading control. * denotes the slightly larger, unprocessed form of GFP containing a MTS.

WT and *pbp1Δ* cells were grown in YPD media, and β-estradiol was added for 45 min before washout and then switched to YPL respiratory media. We observed an expected, gradual decrease in mRNA due to the absence of any inducer (Fig 3B). Strikingly, levels of the reporter mRNA were significantly lower in *pbp1Δ* cells, suggesting that Pbp1 may be stabilizing Puf3-target mRNAs. Interestingly, mRNA expression levels of the mutant P3E reporter were similar in WT and *pbp1Δ* cells, indicating that the reduced reporter expression in *pbp1Δ* cells is mediated by Puf3 and an intact P3E sequence in its target mRNAs.

Upon examination of translation of the reporter mRNA containing an intact P3E, WT cells synthesized significant amounts of GFP protein as a function of time in YPL media, despite decreasing reporter mRNA levels. In contrast, *pbp1*Δ mutant cells synthesized significantly lower amounts of GFP protein than WT (Fig 3C). No significant differences in translation of the reporter with a mutant P3E were observed. Interestingly, a basal amount of reporter translation was still observed in *pbp1Δ* cells. It has been suggested that Tom20, a component of the outer mitochondrial membrane translocase complex, can recruit Puf3-target mRNAs to the mitochondrial surface even in the absence of Puf3 [20]. Taken together, these data demonstrate that Pbp1 stabilizes Puf3-target mRNAs and promotes their translation into protein.

To further assess whether Pbp1 acts to stabilize Puf3 target mRNAs, we performed a transcriptional shutoff assay using the antibiotic thiolutin in cells growing at log phase in lactate media. We hypothesized that loss of Pbp1 might enhance the decay of Puf3 target mRNAs, but surprisingly we found that Puf3 target mRNAs were relatively decay-resistant in *pbp1Δ* cells while non-Puf3 target mRNAs exhibited decay kinetics that were more similar between WT and *pbp1Δ* cells (S2 Fig). These results are not consistent with a straightforward function for Pbp1 in stabilizing Puf3 target mRNAs, but suggest that Pbp1 may be involved in the turnover of these mRNAs during respiratory growth. The absence of Pbp1 could also elicit compensatory effects on the stability of these transcripts.

We next tested whether there might be a genetic interaction between Pbp1 and Puf3. We generated *puf3Δ*, *pbp1Δ*, and *pbp1Δpuf3Δ* cells and examined mitochondrial protein levels by immunoblot following growth in YPD and YPL media (Fig 4A). As expected, Cox2, Por1, and Atp2 (subunit of the mitochondrial ATP synthase) protein levels all increased upon switching to respiratory conditions. However, Cox2 protein levels, which are dependent on the translation of Puf3-target mRNAs, decreased in *pbp1Δ*, *puf3Δ*, and *pbp1Δpuf3Δ* cells compared to WT cells. Por1 and Atp2 protein levels, which do not depend on Puf3-targets, were similar amongst the tested strains. Interestingly, the double knockout *pbp1Δpuf3Δ* exhibited a similar reduction in Cox2 as *puf3Δ* cells, suggesting that Puf3 is epistatic to Pbp1. In addition, we confirmed that Pbp1 levels were not affected by the absence of Puf3, whereas Puf3 levels were only modestly decreased in the absence of Pbp1 but only in lactate media (S3 Fig). Taken together, these data suggest that Pbp1 and Puf3 function together in the same pathway. Curiously, *pbp1Δ* cells exhibit lower levels of Cox2 than *pbp1Δpuf3Δ* double mutant cells, suggesting that in the absence of Pbp1, Puf3 may direct some of its target mRNAs towards decay pathways (S4 Fig). Notably, a decrease in each of the surveyed mitochondrial proteins can also be observed in *pbp1Δ* cells in YPD, which is suggestive of a general impairment in mitochondria even in glucose conditions. However, for this study, we focus on the role of Pbp1 in respiratory conditions due to the exacerbated phenotype of reduced Cox2 levels and Puf3-target mRNAs specifically observed in YPL media.

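Whether the change in *pbp1Δ* cells differed between YPL and YPD was tested in the RNA-seq data as the interaction of genotype and medium, the log2 fold change in YPL minus that in YPD. The median interaction of the 78 mitoribosomal subunits was -0.51, and 77 were below 0. Camera with the preset correlation gave p = 7.64e-38 and fry p = 0.0272, but the call was lost with an estimated correlation (p = 0.0651). With each library left out in turn, the median stayed between -0.61 and -0.39. Without adjustment 45 of the 78 had a p under 0.05, and 7 were called when adjusted over the list alone. The combined SD of the library medians over all groups was 0.28. For the genes with a Puf3 element the median interaction was -0.15 (camera p = 2.88e-13, estimated correlation p = 0.0236, fry p = 0.0156). The 6 transcripts taken from the paper's text as Puf3 targets had a median interaction of -0.62, and 4 of them were called when adjusted over the list alone. For this list camera gave p = 8.06e-08 and fry p = 0.0204, but the call was lost with an estimated correlation (p = 0.0589). Over all tested genes, 4 were called for the interaction, and 404 had an unadjusted p under 0.05, of which 245 were more negative in YPL. The called genes were *SUL1*, *STE2*, *MF(ALPHA)2* and *SAG1*, and 0 of them encode mitoribosomal subunits. With the replicate number as a block over both media 4 genes were called for the interaction, and 360 with such a block within each medium. Neither the paper nor the labels say what a replicate number marks. The mitochondrially encoded *COX1* and *COX2* transcripts were not analysed here.

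**Figure D3:**
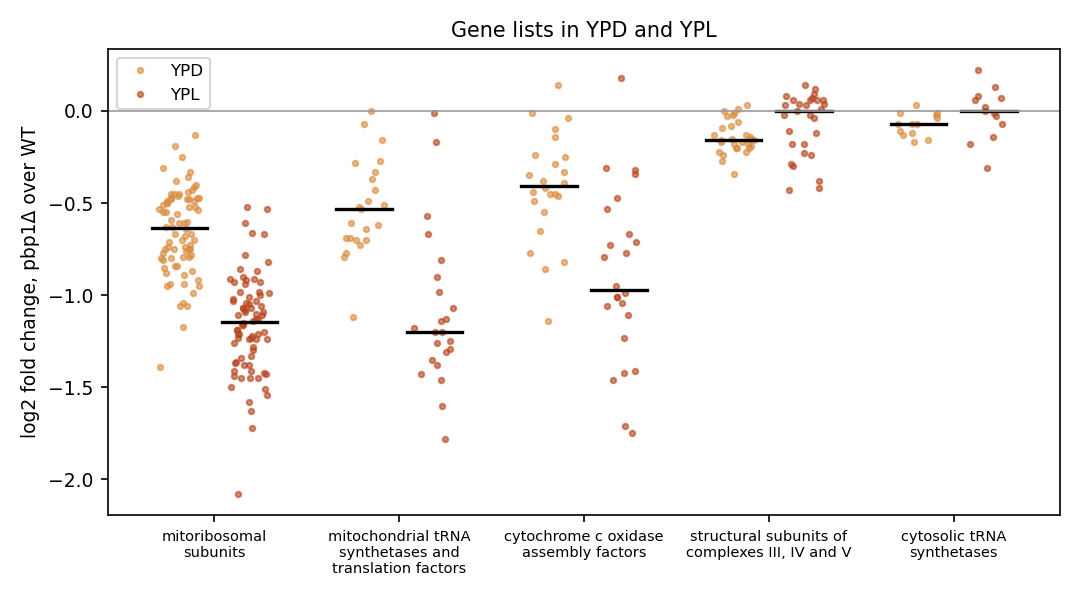
Log2 fold change of *pbp1Δ* over WT cells (y axis) for the members of 5 gene lists (x axis) in YPD and YPL. Points are genes and black lines the list medians. The medians of the 3 lists on the left are lower in YPL than in YPD.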

**Fig 4:**
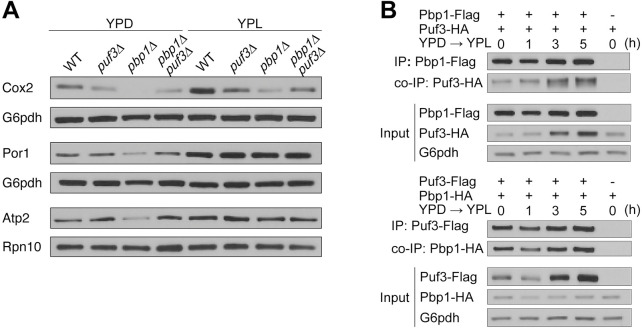
Increased amounts of Puf3 interact with Pbp1 under respiratory conditions. A. Only proteins whose synthesis is dependent on Puf3-target mRNAs (Cox2) are decreased in *puf3Δ*, *pbp1Δ*, and *pbp1Δpuf3Δ* cells as compared to WT. Cells were grown to log phase in YPD, then washed and resuspended in YPL. Samples were collected before (0 h) and after switch to YPL (3 h), quenched, followed by protein extraction. Equal amounts of protein were assayed by immunoblot for Cox2, Por1, Atp2, Rpn10 and G6pdh levels. How transcript levels respond in the double mutant is shown in S4 Fig. B. Increased amounts of Puf3 are associated with Pbp1 in respiratory conditions. Cells with epitope-tagged Pbp1 and Puf3 were grown in YPD and then washed and resuspended in YPL. Samples were collected at the indicated time points, after which Flag immunoprecipitation was performed.–denotes negative control cells lacking a Flag-tag.

Having observed genetic interactions and phenotypic consequences on Puf3-targets in *pbp1Δ* mutant cells, we next investigated whether Pbp1 and Puf3 interact by co-immunoprecipitation analysis using C-terminal, epitope-tagged versions of Pbp1 (Pbp1-FLAG) and Puf3 (Puf3-HA) (Fig 4B). Pbp1-Flag co-IP experiments revealed that Pbp1 was indeed able to pull down Puf3. In addition, we performed the reciprocal Flag co-IP and obtained corresponding results, demonstrating that Pbp1 and Puf3 interact. We observed that Puf3 protein levels increase over time in response to the switch to respiratory conditions (Figs 4B and S3). Interestingly, we observed an increased interaction between Pbp1 and Puf3 over time in YPL media (Fig 3B), which can be attributed to increased amounts of the Puf3 protein. This suggests that the Pbp1-Puf3 interaction is responsive to the cellular metabolic state.

To determine which region within Pbp1 is required for binding Puf3, we engineered a series of Pbp1 truncations (Fig 5A). Using co-immunoprecipitation, we observed that deletion of the mid-section (aa 299–570) or the low-complexity domain (aa 570–722) largely abolished the ability of Pbp1 to pull down Puf3 (Fig 5B). We then asked if the Pbp1-Puf3 interaction facilitates the translation of Puf3-target mRNAs by assessing Cox2 and Por1 protein levels in these mutants. We observed reduced Cox2, but not Por1, protein levels in Pbp1 *mid*Δ and Pbp1 *LCD*Δ cells, while no differences were observed in cells expressing the other Pbp1 truncation constructs (Fig 5C). Reduced Cox2 amounts correlated with reduced growth rate of Pbp1 *mid*Δ and Pbp1 *LCD*Δ in respiratory conditions (Fig 5D). Consistent with these effects on protein levels, qRT-PCR analysis showed reduced mRNA levels of Puf3-target transcripts *COX17* and *COX10*, but not POR1 or ATP2, in the corresponding truncation mutants (S5 Fig).

**Fig 5:**
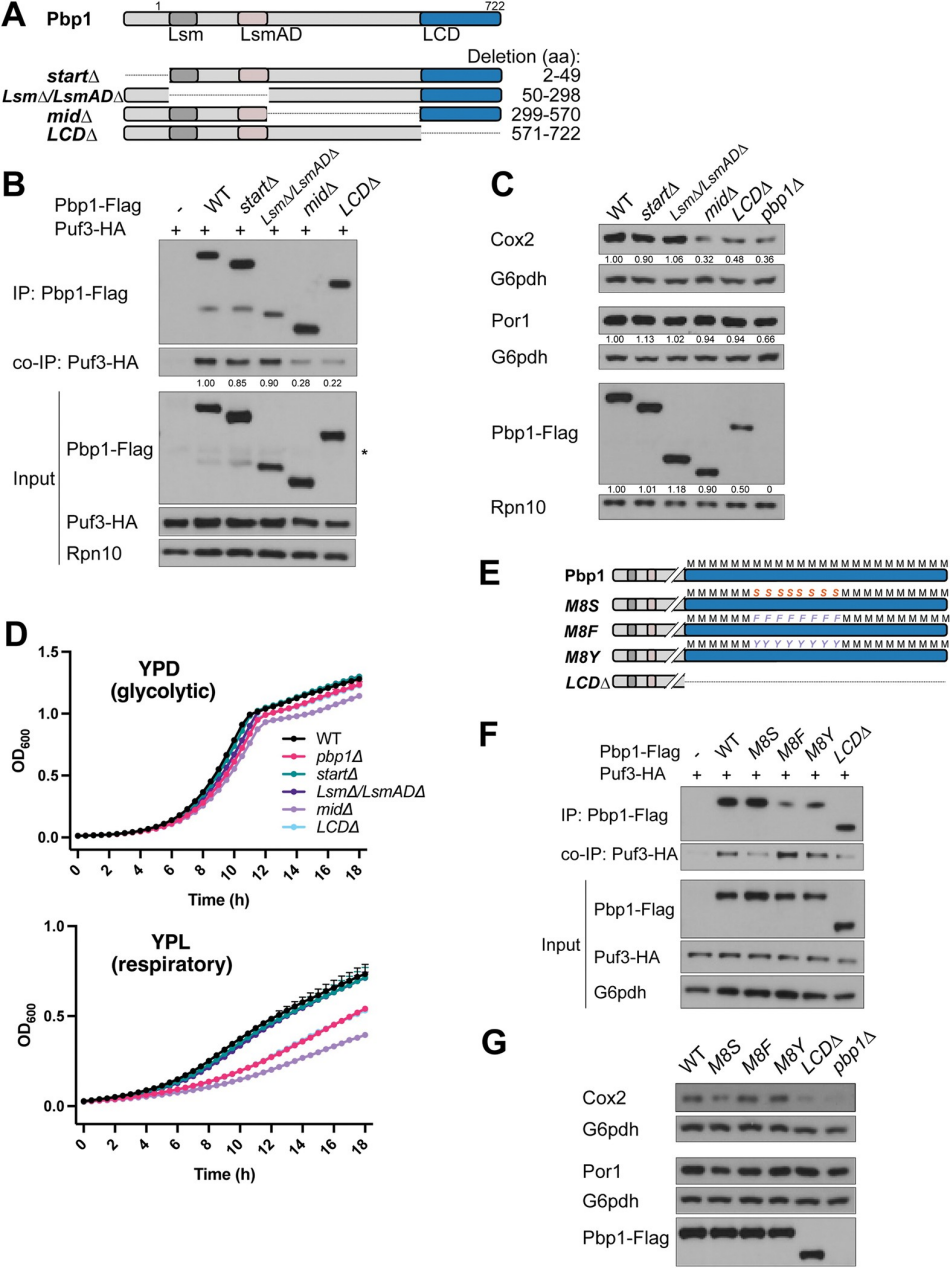
C-terminal, low complexity regions of Pbp1 mediate its interaction with Puf3. A. Schematic representation of Pbp1 and the deletion mutants used. B. Interaction between Puf3 and Pbp1 lacking its mid-section (*midΔ*) or C-terminal LCD (*LCDΔ*) is decreased in respiratory conditions. Cells with epitope-tagged Pbp1 and Puf3 were grown in YPD and then washed and resuspended in YPL. Samples were collected at the indicated time points, after which Flag immunoprecipitation was performed.–denotes negative control lacking a Flag-tag, but including HA-tag. * denotes non-specific band. C. Cox2 protein levels are decreased in Pbp1 *midΔ*, *LCDΔ*, and *pbp1Δ* in respiratory conditions. Cells were grown to log phase in YPD, then washed and resuspended in YPL. Samples were collected after 3 h in YPL, quenched, followed by protein extraction. Equal amounts of protein were assessed by immunoblot for Cox2, Por1, Atp2, Pbp1, Rpn10, and G6pdh levels. Transcript levels are shown in S5 Fig. D. Growth curves of the indicated strains in YPD or YPL media. E. Schematic representation of Pbp1 LCD-mutants used. Methionine residues within this key region of the LCD (M591, M595, M605, M606, M614, M616, M618, M625) were mutated to serine (M8S), phenylalanine (M8F), or tyrosine (M8Y). Pbp1 M8S forms weaker assemblies than WT, whereas M8F and M8Y both form stronger assemblies. F. Pbp1-Puf3 interaction is decreased in the M8S mutant. Cells expressing the indicated, epitope-tagged variants of Pbp1 and Puf3 were grown in YPD and then washed and resuspended in YPL. Samples were collected at 3 h in YPL, after which Flag-immunoprecipitation was performed.–denotes negative control lacking Flag-tag. G. Cox2 protein levels are decreased in M8S, LCD, and *pbp1Δ* mutants. Cells expressing the indicated epitope-tagged variants of Pbp1 were grown to log phase in YPD, then washed and resuspended in YPL. After 3 h, cells were harvested and quenched, followed by protein extraction. Equal amounts of protein were assessed by immunoblot for Cox2, Por1, Pbp1, and G6pdh levels.

We previously found that Pbp1 self-associates through its low complexity domain, which is mediated by key methionine residues in the LCD [16,17]. Replacement of eight methionine residues in the LCD by serine (M8S) leads to weaker self-assembly, increased TORC1 signaling, and reduced autophagy. In contrast, the M8F and M8Y mutants show stronger self-assembly and slightly increased autophagy [16,17]. Therefore, we asked if these key methionine residues in the LCD responsible for the ability of Pbp1 to form condensates might also alter its interaction with Puf3 (Fig 5E and 5F). Interestingly, the M8S mutant showed reduced interaction with Puf3, in line with its compromised ability to phase separate and form assemblies. In contrast, the M8F and M8Y mutants showed increased interaction with Puf3, which is consistent with their ability to form stronger assemblies. Furthermore, Cox2 protein expression in these mutants, but not Por1, was affected in a manner that correlated with their ability to interact with Puf3. Decreased Cox2 protein levels were observed in the M8S mutant (Fig 5G), whereas increased Cox2 protein levels were observed in the M8F and M8Y mutants, compared to WT. These data suggest a strong correlation between the ability of Pbp1 to self-associate, the extent of its interaction with Puf3, and resulting amounts of Cox2 protein.

To further characterize the interaction between Pbp1 and Puf3, we used different truncation mutants of Puf3 (Fig 6A). Puf3 contains a PUF domain that binds to the 3’ UTR of mRNAs encoding mitochondrial proteins as well as a low-complexity N-terminal (Nt) region [7,9]. It also contains a stretch of glutamine residues (polyQ) amid the protein. Puf3 *PUFΔ* and Puf3 *NtΔ* proteins were expressed at lower amounts than WT Puf3 or Puf3 *polyQ*Δ proteins (Fig 6B and 6C). Deleting the Nt region abolished the ability of Puf3 to pull down Pbp1. The Puf3 *PUFΔ* mutant also showed reduced interaction with Pbp1. In addition, Cox2 and Por1 protein levels were assayed in these mutants (Fig 6C). We observed reduced Cox2 but normal amounts of Por1 protein levels in Puf3 *NtΔ* and Puf3 *PUFΔ*, similar to *puf3Δ* cells, in YPL media. We then assayed mRNA levels by qRT-PCR analysis, and decreased amounts of Puf3-target mRNAs (e.g., *COX10*) were observed for the *NtΔ*, *PUFΔ*, and complete deletion (S5 Fig). We conclude that without the N-terminal low complexity region or PUF domain, Puf3 can no longer interact with Pbp1 in respiratory conditions. Our cumulative findings suggest that Pbp1 and Puf3 interact via their low complexity domains (C-term LCD of Pbp1, N-term LCD of Puf3) to stabilize and promote translation of Puf3-target mRNAs for mitochondrial biogenesis.

**Fig 6:**
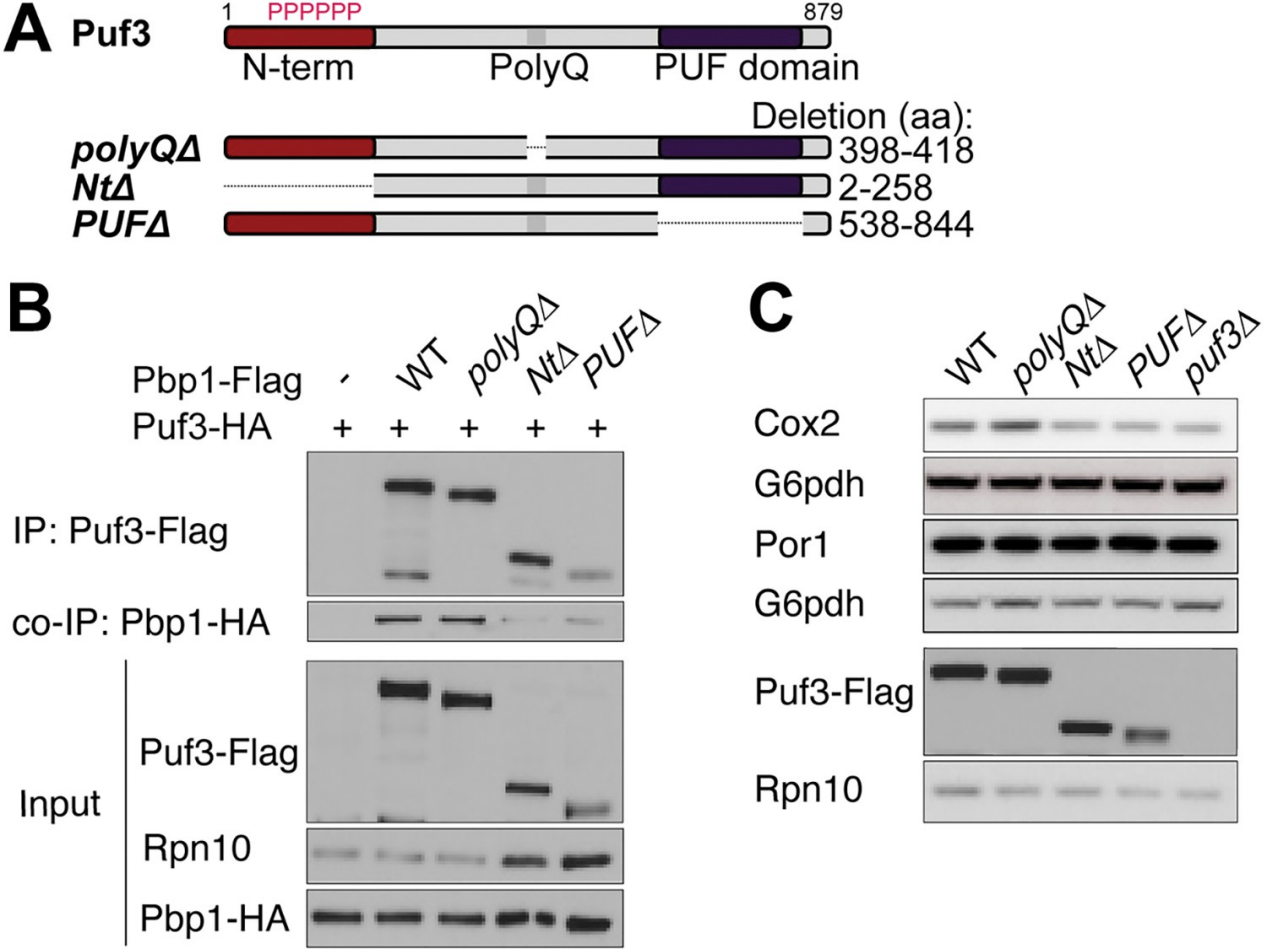
The N-terminal low complexity and PUF domains of Puf3 are critical for interaction with Pbp1. A. Schematic representation of Puf3 and deletion mutants used. B. Decreased interaction between Puf3 and Pbp1 is observed when the N-terminal LCD or PUF domain is lacking. Cells with endogenously tagged Pbp1 and Puf3 were grown in YPD and then washed and resuspended in YPL. Samples were collected after 3 h in YPL, after which Flag-immunoprecipitation was performed.–denotes negative control lacking Flag-tag. Note: total protein amounts are doubled for *Puf3 NtΔ* and *Puf3 PUFΔ* samples as compared to the others, as the expression of these two mutants is reduced (see Input). C. Cox2 protein levels are decreased in *Puf3 NtΔ* and *Puf3 PUFΔ* mutants in respiratory conditions. Cells were grown to log phase in YPD and then switched to YPL. Samples were collected after 3 h in YPL, quenched, followed by protein extraction. Equal amounts of protein were assessed by immunoblot for Cox2, Por1, Rpn10, and G6pdh levels. Note that *NtΔ* and *PUFΔ* mutants of Puf3 are unstable and expressed at lower levels compared to WT. Transcript levels are shown in S5 Fig.

Having shown that Pbp1 and Puf3 interact through their respective low-complexity domains, we next tested whether their interaction might be dependent on RNA. Treatment with RNase I_f_ did not affect the interaction between Pbp1 and Puf3 as assessed by co-immunoprecipitation (Fig 7A). Next, we performed RNA-IP experiments to assess whether Pbp1 could pull down Puf3 target or non-Puf3 target mRNAs. Pbp1 associated with a panel of tested mRNAs. Importantly, for all of the Puf3-target mRNAs tested (*COX17*, *COX10*, *MRP1*, *RSM19*, *MEF1*), the immunoprecipitated amount was reduced in *puf3Δ* cells, especially in respiratory conditions (YPL) (Fig 7B). Taken together, these data suggest Pbp1 may directly interact with Puf3 and that the association of Pbp1 with Puf3-target mRNAs indeed depends on Puf3.

**Fig 7:**
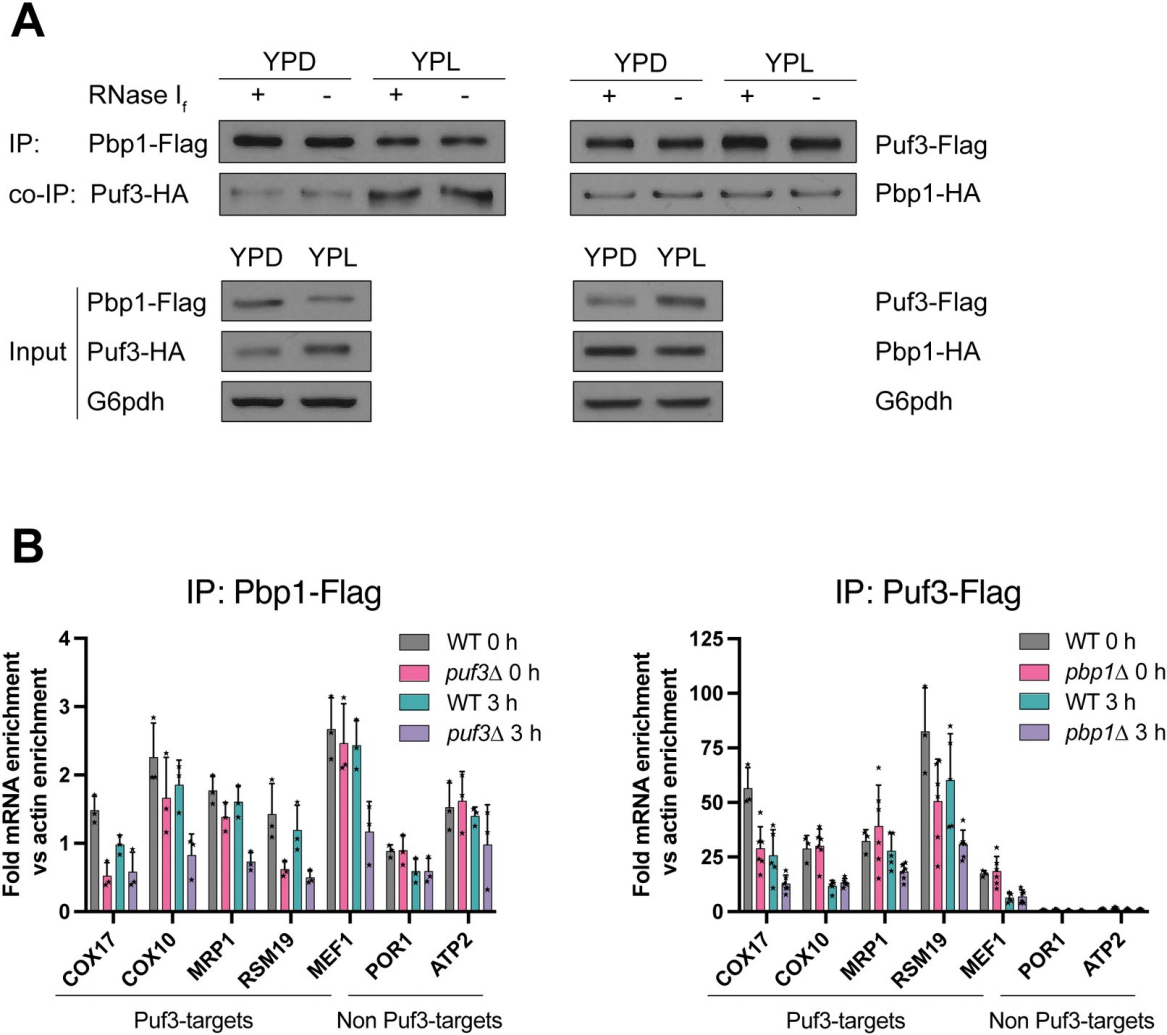
Pbp1 associates with mRNAs through Puf3. A. Strains expressing Pbp1-Flag, Puf3-HA or Puf3-Flag, Pbp1-HA were grown in YPD or switched to YPL for 3 h. Flag immunoprecipitation of Pbp1-Flag or Puf3-Flag was performed, and the beads were treated with or without RNase I_f_ for 15 min to assess whether the associating amount of Puf3-HA or Pbp1-HA is impacted by the presence of any bound RNA. B. RNA IP analysis of transcripts bound to either Pbp1 or Puf3. Strains expressing Pbp1-Flag or Puf3-Flag were grown in YPD or switched to YPL and then associating transcripts were assessed by co-IP followed by qRT-PCR as described in Methods.

Finally, previous studies have shown that Pbp1 can function as a negative regulator of TORC1 in response to heat or nutritional stress [16,21]. We tested whether the decreased Cox2 protein amounts in *pbp1*Δ cells might be due to increased TORC1 activity by treating cells with rapamycin. No difference in Cox2 levels was observed in *pbp1Δ* cells following rapamycin addition, indicating that the Cox2 protein reduction in *pbp1*Δ cells is independent of TORC1 signaling and instead likely due to its interaction with Puf3 (S6 Fig).

## Discussion

In this study, we show that Pbp1 supports mitochondrial function by promoting the translation of Puf3-target mRNAs that are involved in mitochondrial biogenesis. Both Pbp1 and Puf3 harbor low complexity domains, and their association is required for normal Puf3 function. We speculate that Pbp1 self-associates under respiratory conditions to recruit Puf3 to the vicinity of mitochondria, where Puf3 promotes the translation of mRNAs central for mitochondrial biogenesis. Consistent with this hypothesis, we observed that Pbp1’s capacity to self-assemble correlated with its interaction with Puf3 and its ability to boost Cox2 protein amounts. Interestingly, Pbp1 has been suggested to function as a redox sensor [17]. Reactive oxygen species can accumulate during mitochondrial dysfunction, underlining the potential for a key sensor role for Pbp1 in modulating Puf3 functions in response to mitochondrial dysfunction or biogenesis.

Pbp1 has been proposed to regulate mRNA decay and translation through interactions with various RNA regulatory factors including the poly(A) binding protein, the DEAD-box helicase Dhh1/DDX6, and the CCR4-Not and Pan2-Pan3 deadenylase complexes [11,22–25]. This may represent a general mechanism to regulate mRNA decay. However, a recent study reported reduced COX10 and mitochondrial ribosomal protein mRNAs, as well as poor growth of *pbp1Δ* cells in respiratory conditions [26], consistent with our findings that Pbp1 can exhibit specificity for particular transcripts. An increasing body of evidence links Pbp1 and mitochondrial respiratory functions, showing that cells without Pbp1 exhibit increased petite formation and sensitivity to mitochondrial toxins [16,17]. Additionally, Pbp1 overexpression can rescue mitochondrial stress in different settings [13–15]. Our results support the idea that Pbp1 enables and facilitates mitochondrial biogenesis by promoting translation of Puf3-target mRNAs. Additional interacting partners of Pbp1 and Puf3 are likely involved in stabilizing and promoting the translation of these mRNAs. The specific regulation of transcripts encoding mitochondrial proteins by Pbp1 may explain the various mitochondrial-associated phenotypes observed following loss of Pbp1 function, which may be attributed to the reduced abundance and translation of such transcripts. Although we did not observe any significant defect in the import of Cox4 in *pbp1Δ* cells (S1 Fig), it remains possible that a defect in mitochondrial biogenesis in *pbp1Δ* mutant cells could subsequently result in defects in mitochondrial membrane potential and protein import.

Both Pbp1 and its mammalian ortholog ataxin-2 (ATXN2) harbor conserved domains (Lsm, LsmAD, a methionine-rich LCD), suggesting that both ataxin-2 and Pbp1 may play similar roles in the cell [27,28]. PolyQ expansion mutations in ATXN2 are associated with SCA2 and ALS [29–32]. Murine studies have shown that loss of ataxin-2 alters many transcripts in the adult liver and cerebellum, with a particular increase in mRNAs involved in ribosomal function and translation [33]. At the protein level, loss of ataxin-2 leads to reduced mitochondrial enzymes in the liver and downregulation of fatty acid metabolism pathways, citric acid cycle, and branched-chain amino acids metabolism in both the liver and cerebellum, suggesting that ataxin-2 regulates several metabolic pathways [34]. How ataxin-2 affects different pathways could possibly be explained by the modulation of mRNA levels, such as those involved in the mitochondrial stress response and the mitochondrial quality control factor PTEN-induced kinase 1 (PINK1) [35]. In addition, the C-terminal LCD of *Drosophila melanogaster* ataxin-2 was found to mediate RNP granule formation [36]. Although there is no obvious ortholog of Puf3 in mammalian organisms, PUM1 and PUM2 are mammalian Pumilio proteins whose disruption have been associated with ataxia or mitochondrial phenotypes [37,38]. As such, we speculate that ataxin-2, like Pbp1, might also regulate mRNAs targeted to the mitochondria through interactions with other RNA-binding proteins, perhaps mediated by its C-terminal LCD.

Neurons have a high mitochondrial density and require the maintenance of a functional mitochondrial population throughout cell bodies [39]. The presence of mitochondrial dysfunction in neurons is frequently observed in neurodegenerative diseases, either as a hallmark or a consequence of the disease [40]. Our work uncovering the function of Pbp1 in the regulation of nuclear-encoded mitochondrial gene mRNAs and mitochondrial biogenesis strongly supports the investigation of ataxin-2 as a regulator of mitochondrial functions in the context of neurodegenerative conditions.

## Methods

### Yeast strains, growth, and media

The prototrophic *Saccharomyces cerevisiae* CEN.PK strain [41] was used in all experiments. All strains used in this study are listed in S2 Table. Gene deletions were performed using standard PCR-based strategies to amplify resistance cassettes with appropriate flanking sequences and replace the target gene through homologous recombination [42]. C-terminal tags were similarly made using PCR to amplify resistance cassettes with flanking sequences. Pbp1 and Puf3 mutants with various domain deletions or point mutations were first made using PCR and then integrated into the PBP1 or PUF3 locus in a *pbp1Δ* or *puf3Δ* strain with different selection markers. Yeast strains were grown in YPD (1% yeast extract (Bio Basic), 2% peptone (BD Biosciences) and 2% glucose) or YPL (0.5% yeast extract, 2% peptone and 2% lactate (Sigma L1375)). Cells from overnight cultures were inoculated into fresh YPD to 0.3 optical density (OD_600_)/ml and grown for at least two generations to log phase. Cells were then spun down, washed with YPL, and resuspended in the same volume of YPL. Samples were collected at indicated time points. For cells treated with rapamycin, 200 ng/ml rapamycin (Sigma) was added to cells grown in YPL and incubated for 30 min before harvesting.

### Growth curves

Cells were inoculated in YPD and grown overnight. The following day, cells were resuspended in fresh media, YPD or YPL, and grown for ~6 h. Cells were then diluted to an OD_600_ of 0.05 in fresh YPD or 0.1 in fresh YPL, and 100 μl of culture was pipetted into a 96 multiwell flat-bottom transparent plate. The plate was shaken and kept at 30°C while the absorbance was measured every 30 minutes for 18 hours by the SPARK multimode plate reader (TECAN) according to the manufacturer’s instructions.

### Whole-cell lysate protein extraction

Cell pellets (5 units of OD_600_) were quenched in 15% TCA for 15 min on ice, pelleted, and washed with ice-cold 100% acetone. Pellets were then resuspended in 240μl urea extraction buffer (6 M urea, 50 mM Tris-HCl pH 6.8, 1 mM PMSF, 1% SDS, 1 mM EDTA, 1 mM DTT, 1 mM Na_3_VO_4_⋅2H_2_O, 5 μM pepstatin A, 10 μM leupeptin, 2X Roche protease inhibitor cocktail), 200 μl glass beads were added, and cells were lysed by bead-beating. After a 5 min incubation at 65°C, the lysate was centrifuged at maximum speed for 10 min. The supernatant was collected, and the protein concentration was normalized using a BCA protein assay kit (Thermo Scientific). Sample buffer (50 mM Tris-HCl pH 6.8, 2% SDS, 10% glycerol, 10 mM DTT, bromophenol blue) was added.

### Co-immunoprecipitation

At the indicated time points, 50 units of OD_600_ cells were harvested, flash-frozen with liquid nitrogen, and stored at -80°C until cell lysis. The cell pellet was resuspended in 350 μL of lysis buffer A (50 mM HEPES pH 7.5, 150 mM NaCl, 10 mM MgCl_2_, 0.5% NP-40, 2X protease inhibitor cocktail (Roche), 1 mM PMSF, 1 mM Na_3_VO_4_⋅2H_2_O, 50 μM pepstatin A, 10 μM leupeptin, 5 mM NaF). After adding 300 μL of glass beads, cells were lysed by bead beating six times: 30 sec of beating / 2 min of cooling on ice. The lysed cells were then separated from glass beads by centrifugation at 6000 rpm for 2 min at 4°C and diluted with 525 μL of lysis buffer B (buffer A devoid of NP-40). Crude cell extracts were clarified by two successive centrifugations at maximum speed for 10 min at 4°C. The protein concentration of the cleared lysates was then measured using Bradford assay (Bio-Rad) and adjusted to be equal among all samples in 800 μL reaction volume. For input samples, 10 μL of the reactions was mixed with 30 μl 8 M urea and 12.5 μl 4X SDS sample dye with 40 mM DTT, and denatured for 5 min at 65°C. For each co-immunoprecipitation reaction, 25 μL of Dynabeads Protein G (Life technologies) was washed with IP-lysis buffer and incubated with 3 μg of mouse anti-Flag M2 antibody (Sigma) for 1 h at 4°C. Unbound antibody was removed by centrifugation at 500 g for 1 min at 4°C. The conjugated Dynabeads-antibody were then added to the cleared lysates. After incubating for 1–2 h at 4°C, the Dynabeads were washed three times with wash buffer (50 mM HEPES pH 7.5, 150 mM NaCl, 1 mM EDTA, 2X protease inhibitor cocktail, 0.2% NP-40). The sample was collected by boiling the beads in 1X SDS sample dye with 6% β-mercaptoethanol for 5 min at 95°C.

### Western blot

Western blots were carried out by running whole cell lysate or co-IP samples on a NuPAGE 4–12% BisTris gel (ThermoFisher) with MOPS running buffer. Wet transfers at 350 mA at 4°C for 75–90 min were used to transfer protein onto a 0.45-micron nitrocellulose membrane. Membranes were blocked with 5% milk in TBST for 1 h and incubated with primary antibody overnight at 4°C in 1% milk in TBST. Membranes were then washed with TBST and incubated for 1 h with anti-mouse or anti-rabbit HRP antibody in 1% milk in TBST before incubating with Pierce ECL Western blotting substrate and exposing to film. The following antibodies were used: rabbit anti-Flag M2 (Cell Signaling, #2368), rabbit anti-Ha (Cell Signaling, #3724), rabbit anti-G6pdh ab2 (Sigma, #A9521), rabbit anti-Rpn10 (Abcam, #ab98843), mouse anti-Cox2 (ThermoFisher, #459150), mouse anti-Por1 (ThermoFisher, #459500), mouse anti-GFP (Roche, clone 7.1 and 13.1), rabbit anti-Cox4 [43], and rabbit anti-Atp2 [44] (this antibody was a kind gift from Dr. S.M. Claypool at Johns Hopkins University).

### qRT-PCR analysis

Approximately 1 OD_600_ of cells was collected at the indicated time points, flash-frozen, and stored at -80°C. Total RNA was extracted with MasterPure Yeast RNA Purification Kit following the manufacturer’s protocol. cDNA was made with Superscript III reverse transcriptase (Invitrogen), and gene expression levels were analyzed by qRT-PCR with SYBR Green (Invitrogen). mRNA levels were normalized against ACT1. Primers are listed in S3 Table.

### β-estradiol inducible reporter system

Experiments with the Puf3-regulated mRNA reporter were performed as previously described [9]. In brief, cells were grown in YPD to log phase and 100 nM of β-estradiol was added for 45 min to induce transcription. Cells were then spun down and washed twice with YPL to remove residual β-estradiol. Cells were then resuspended in similar volume in YPL and collected at 0, 30, 60, 90, and 180 min to assess the yEGFP mRNA and protein levels.

### RNA-seq analyses

Total RNA was extracted using MasterPure Yeast RNA Purification Kit and samples were sent to Novogene for quality control, poly-A enrichment, library construction, and sequencing. Data quality assessment and read trimming were performed by FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and TrimGalore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), respectively. Paired end reads with Phred scores greater than 35 were mapped to the yeast reference genome (S288C) using STAR version 2.7.3a [45] and the alignment statistics were analyzed by Samtools flagstat [46]. Uniquely mapped reads with minimum mapping quality scores of 5 were quantified per gene ID using featureCounts [47] from Subread package (v1.6.3) and reference annotations (R64-1-1). R package DESeq2 (v 3.16) [48] was used to identify differentially expressed genes. A gene is considered significantly differentially expressed with cutoff values of false discovery rate (FDR) less than 0.05 and absolute log_2_fold change greater than 0.58. Gene ontology (GO) terms that were significantly enriched in sets of differentially expressed genes were obtained using the R package clusterProfiler (v 4.2) [48]. All statistical analyses were performed in RStudio v 2022.07.2+576. Raw sequencing data have been deposited at Gene Expression Omnibus with accession number: GSE227356.

### Transcriptional shut-off assay

Cells were grown in YPD to log phase then switched to YPL without back-dilution and cultured for 3 h. Thiolutin was added at a final concentration of 3 μg/mL and 1 mL samples were collected at the indicated time-points, flash-frozen, and stored at -80°C. RNA extraction and qRT-PCR analysis were performed as described above. PGK1 was used as an internal control gene due to its relative mRNA stability following thiolutin treatment [49,50].

### RNA IP

Approximately 50 ODs Pbp1-FLAG cells were collected in YPD and after 3 h in YPL by centrifugation and freezing in liquid nitrogen. The frozen pellets were lysed in 0.4 mL lysis buffer (100 mM Tris-Cl pH 7.5, 50 mM NaCl, 0.2% Tween-20, 10% glycerol, 0.1% β-mercaptoethanol, 1X EDTA-free protease inhibitor cocktail (Roche), 1 mM EDTA, 1 mM EGTA, 1 mM PMSF, 5 μM Pepstatin A, 10 μM Leupeptin, 0.2 mM sodium orthovanadate, 10 mM β-glycerophosphate, 60 mM NaF, 10 mM NaN_3_ and 10U Riboguard (Biosearch Technologies)). Cells were lysed by bead beating and resulting lysates were cleared by centrifugation at 21,100g for 10 min. An 8 μl aliquot was removed for input RNA extraction and the remaining lysate was incubated with 25 μl Protein G Dynabeads (LifeTech) preincubated with 5 μl anti-FLAG M2 antibody (Sigma) at 4°C for 1 h. Beads were then washed 3X with 1 mL lysis buffer. 1/8 of the beads were treated with SDS sample buffer to elute bound Pbp1-FLAG and subjected to SDS-PAGE and Western blot for protein quantification. RNA was purified from the remaining 7/8 beads, as well as the input lysate aliquot, using the MasterPure Yeast RNA Purification Kit (Biosearch Tech). qRT-PCR was performed using SYBR Green (Invitrogen). The target recovered was calculated by dividing the co-IP target RNA abundance by the input target RNA abundance. This was then divided by recovered actin to give relative enrichment.

### Mitochondrial precursor protein analysis

Yeast cells were grown in YPL at 30°C up to logarithmic phase. Cultures were then treated with 0.1% DMSO or 40 μM CCCP (carbonyl cyanide *m*-chlorophenyl hydrazone) for 6 h. For each sample, 5 OD_600_ was collected and analyzed by SDS-PAGE and immunoblotting.

## Supporting information

S1 Fig Unprocessed Cox4 does not accumulate in *pbp1Δ* cells upon membrane potential dissipation. (A) Total protein cell extracts from Pbp1-FLAG or *pbp1Δ* yeast grown in YPL at 30°C and supplemented with 0.1% DMSO or 40 μM CCCP for 6 h. Pbp1-FLAG, *cox4Δ* strain serves as control for antibody specificity. p:precursor, m:mature.
(TIF) Click here for additional data file.

S2 Fig Effect of thiolutin treatment on Puf3 target mRNAs in WT and *pbp1Δ* mutant cells. Puf3 target mRNAs in *pbp1Δ* cells are relatively resistant to decay following treatment with thiolutin. Cells growing at log-phase in YPL media were treated with 3 μg/mL thiolutin and collected at the indicated time-points. The plots represent the fold change in mRNA levels with respect to t = 0 calculated by RT-PCR with normalization to PGK1 mRNA. Error bars represent SD; n = 4.
(TIF) Click here for additional data file.

S3 Fig Stability of Pbp1p and Puf3p in the absence of one another. (A) Puf3 protein levels are decreased in cells lacking Pbp1. Cells expressing Puf3-Flag were assayed in the presence or absence of Pbp1 for the indicated proteins by Western blot. (B) Pbp1 protein levels are not affected in cells lacking Puf3. Cells expressing Pbp1-Flag were assayed in the presence or absence of Puf3 for the indicated proteins by Western blot at various time points following switch from YPD to YPL.
(TIF) Click here for additional data file.

S4 Fig Transcript abundance in *pbp1Δ*, *puf3Δ*, and *pbp1Δpuf3Δ* mutant cells. Quantitation of the same panel of transcripts as in Fig 1C in the indicated strains.
(TIF) Click here for additional data file.

S5 Fig Transcript abundance in various Pbp1 or Puf3 mutant strains. Several mRNAs involved in mitochondrial function were assayed by qRT-PCR in the indicated Pbp1 (A) or Puf3 (B) mutant strains at the indicated time points after switch from YPD to YPL. The abundance of the indicated transcripts was normalized to ACT1.
(TIF) Click here for additional data file.

S6 Fig Decreased Cox2 levels in *pbp1Δ* cells are not merely due to hyperactive TORC1 signaling. The indicated strains were grown in YPL for 3 h, of which the last 30 min were in the absence (-) or presence (+) of 200 ng/mL rapamycin. Samples were collected, quenched, and extracted for immunoblot analysis of the indicated proteins. Note that rapamycin treatment did not restore protein amounts of Cox2 in *pbp1Δ* cells. Npr1-HA, a TORC1-dependent substrate, was used as a positive control for rapamycin.
(TIF) Click here for additional data file.

S1 Table RNA-seq expression analysis of *pbp1Δ* mutant cells. Spreadsheet containing raw read counts of transcripts expressed in *pbp1Δ* and WT cells grown in YPD (glycolytic) or switched to YPL (respiratory) for 3 h. These expression data were used for the analyses depicted in Fig 2.
(XLSX) Click here for additional data file.

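Each value of the spreadsheet is the reads counted on a gene in a library after division by that library's factor, so that a gene can be compared between libraries without further scaling. The values carry decimals and are linear. They are not scaled by gene length, so that different genes cannot be ranked by them without regard to length. The copy of the table used here lists 1999 of the genes, and its values match the deposited table within a relative difference of 4.9e-06. The deposited table gives the systematic identifier of each gene, and 2 of its gene symbols are written as dates, so that genes were matched by identifier.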

S2 Table Saccharomyces cerevisiae strains used in this study. (PDF) Click here for additional data file.

S3 Table qRT-PCR primers used in this study. (PDF) Click here for additional data file.

# Supplementary material for: Pbp1 associates with Puf3 and promotes translation of its target mRNAs involved in mitochondrial biogenesis
**Source:** PLoS Genet. 2023 May 22;19(5):e1010774. doi: 10.1371/journal.pgen.1010774
**Supplement:** S2 Table

**S2 Table. *Saccharomyces cerevisiae* strains used in this study.**

| Strain                         | Genotype                                                                                                                          | Origin     | Strain background |
|--------------------------------|-----------------------------------------------------------------------------------------------------------------------------------|------------|-------------------|
| WT                             | MATa                                                                                                                              | (41)       | CEN.PK            |
| <i>pbp1Δ</i>                   | <i>pbp1Δ::Hyg</i>                                                                                                                 | (16)       | CEN.PK            |
| <i>puf3Δ</i>                   | <i>puf3Δ::KanMX6</i>                                                                                                              | (9)        | CEN.PK            |
| <i>pbp1Δpuf3Δ</i>              | <i>pbp1Δ::Hyg, puf3Δ::KanMX6</i>                                                                                                  | This paper | CEN.PK            |
| Pbp1-Flag, Puf3-HA             | <i>Pbp1-3xFlag::NatNT2, Puf3-HA::KanMX6</i>                                                                                       | This paper | CEN.PK            |
| Puf3-HA                        | <i>Puf3-HA::KanMX</i>                                                                                                             | (9)        | CEN.PK            |
| Puf3-Flag, Pbp1-HA             | <i>Puf3-3xFlag::NatNT2, Pbp1-HA::Hyg</i>                                                                                          | This paper | CEN.PK            |
| Pbp1-HA                        | <i>Pbp1-HA::Hyg</i>                                                                                                               | (16)       | CEN.PK            |
| Pbp1 startΔ-Flag, Puf3-HA      | <i>pbp1Δ::pbp1Δa.a.2-49-3xFlag::Hyg, Puf3-HA::KanMX6</i>                                                                          | This paper | CEN.PK            |
| Pbp1 LsmΔ/LsmADΔ-Flag, Puf3-HA | <i>pbp1Δ::pbp1Δa.a.50-298-3xFlag::Hyg, Puf3-HA::KanMX6</i>                                                                        | This paper | CEN.PK            |
| Pbp1 midΔ-Flag, Puf3-HA        | <i>pbp1Δ::pbp1Δa.a.299-570-3xFlag::Hyg, Puf3-HA::KanMX6</i>                                                                       | This paper | CEN.PK            |
| Pbp1 LCDΔ-flag, Puf3-HA        | <i>pbp1Δ::pbp1Δa.a.571-722-3xFlag::Hyg, Puf3-HA::KanMX6</i>                                                                       | This paper | CEN.PK            |
| <i>pbp1Δ, puf3-HA</i>          | <i>pbp1Δ::Hyg, Puf3-HA::KanMX6</i>                                                                                                | This paper | CEN.PK            |
| Pbp1 M8S-Flag, Puf3-HA         | <i>pbp1Δ::pbp1M591, 595, 605, 606, 614, 616, 618, 625S-3xFlag::Hyg, Puf3-HA::KanMX6</i>                                           | This paper | CEN.PK            |
| Pbp1 M8F-Flag, Puf3-HA         | <i>pbp1Δ::pbp1M591, 595, 605, 606, 614, 616, 618, 625F-3xFlag::Hyg, Puf3-HA::KanMX6</i>                                           | This paper | CEN.PK            |
| Pbp1 M8Y-Flag, Puf3-HA         | <i>pbp1Δ::pbp1M591, 595, 605, 606, 614, 616, 618, 625Y-3xFlag::Hyg, Puf3-HA::KanMX6</i>                                           | This paper | CEN.PK            |
| Puf3 polyQΔ Flag, Pbp1-HA      | <i>puf3Δ::puf3Δa.a.398-418-3xFlag::NatNT2, Pbp1-HA::Hyg</i>                                                                       | This paper | CEN.PK            |
| Puf3 NtΔ Flag, Pbp1-HA         | <i>puf3Δ::puf3Δa.a.2-258-3xFlag::NatNT2, Pbp1-HA::Hyg</i>                                                                         | This paper | CEN.PK            |
| Puf3 PUFΔ Flag, Pbp1-HA        | <i>puf3Δ::puf3Δa.a.538-844-3xFlag::NatNT2, Pbp1-HA::Hyg</i>                                                                       | This paper | CEN.PK            |
| <i>puf3Δ, Pbp1-HA</i>          | <i>puf3Δ::Hyg, Pbp1-HA::KanMX6</i>                                                                                                | This paper | CEN.PK            |
| WT, WT reporter                | <i>ho::P<sub>ADH1</sub>-MtRFP P<sub>ACT1</sub>-GEV P<sub>GAL1</sub>-cox4(1-21)-yEGFP-mrp51 3'UTR-Hyg</i>                          | (9)        | CEN.PK            |
| WT, mutant reporter            | <i>ho::P<sub>ADH1</sub>-MtRFP P<sub>ACT1</sub>-GEV P<sub>GAL1</sub>-cox4(1-21)-yEGFP-mrp51*** 3'UTR-Hyg</i>                       | (9)        | CEN.PK            |
| <i>pbp1Δ</i> WT reporter       | <i>ho::P<sub>ADH1</sub>-MtRFP P<sub>ACT1</sub>-GEV P<sub>GAL1</sub>-cox4(1-21)-yEGFP-mrp51 3'UTR-Hyg, <i>pbp1Δ::KanMX6</i></i>    | This paper | CEN.PK            |
| <i>pbp1Δ</i> mutant reporter   | <i>ho::P<sub>ADH1</sub>-MtRFP P<sub>ACT1</sub>-GEV P<sub>GAL1</sub>-cox4(1-21)-yEGFP-mrp51*** 3'UTR-Hyg, <i>pbp1Δ::KanMX6</i></i> | This paper | CEN.PK            |
| Puf3-Flag                      | <i>Puf3-3xFlag::KanMX6</i>                                                                                                        | (9)        | CEN.PK            |
| Puf3-Flag, <i>pbp1Δ</i>        | <i>Puf3-3xFlag::KanMX6, <i>pbp1Δ::Hyg</i></i>                                                                                     | This paper | CEN.PK            |
| Pbp1-Flag                      | <i>Pbp1-3xFlag::Hyg</i>                                                                                                           | (16)       | CEN.PK            |

|                                               |                                                                  |            |        |
|-----------------------------------------------|------------------------------------------------------------------|------------|--------|
| Pbp1-Flag,<br><i>puf3</i> $\Delta$            | Pbp1-3xFlag::Hyg, <i>puf3</i> $\Delta$ ::KanMX6                  | This paper | CEN.PK |
| Pbp1-Flag, Idh1-<br>GFP, <i>cox4</i> $\Delta$ | Pbp1-3xFlag::NatNT2, Idh1-GFP::KanMX, <i>cox4</i> $\Delta$ ::Hyg | This paper | CEN.PK |
| Npr1-HA                                       | Npr1-HA::KanMX6                                                  | This paper | CEN.PK |
| Npr1-HA, <i>pbp1</i> $\Delta$                 | Npr1-HA::KanMX6, <i>pbp1</i> $\Delta$ ::Hyg                      | This paper | CEN.PK |

mrp51\*\*\*      MRP51 3'UTR \* denotes one TGTAATA motif in MRP51 3'UTR has been mutated to ACACAATA

# Supplementary material for: Pbp1 associates with Puf3 and promotes translation of its target mRNAs involved in mitochondrial biogenesis
**Source:** PLoS Genet. 2023 May 22;19(5):e1010774. doi: 10.1371/journal.pgen.1010774
**Supplement:** S3 Table

**S3 Table. qRT-PCR primers used in this study.**

| <b>Primer name</b> | <b>Sequence</b>          |
|--------------------|--------------------------|
| Act1-Fw            | TCCGGTGATGGTGTTACTCA     |
| Act1-Rv            | GGCCAAATCGATTCTCAAAA     |
| GFP-Fw             | TCCATGGCCAACCTTAGTCAC    |
| GFP-Rv             | CTGGCATGGCAGACTTGAAAA    |
| Cox10-Fw           | CTTGTAGACCCGATGGTAAGAAA  |
| Cox10-Rv           | GGGCTTGGTCAACTGAAGATA    |
| Atp2-Fw            | CCCAGTTGGGAGAGAAACTTTA   |
| Atp2-Rv            | CTGCGTGAATTGGCTTTCTTAG   |
| Cox17-Fw           | CCAGAAAAGGAGGAGCGGGATA   |
| Cox17-Rv           | CGAAGCCATAACCCTTCATGCAC  |
| Cox2-Fw            | GTTGATGCTACTCCTGGTAGATT  |
| Cox2-Rv            | TGTCCACACAACTCAGAAC      |
| Por1-Fw            | GGCTACAATGAACTGCAAACTAC  |
| Por1-Rv            | AATCGGACACCTTAGCCTTAAC   |
| Cox1-Fw            | CTACAGATACAGCATTTCCTAAGA |
| Cox1-Rv            | GTGCCTGAATAGATGATAATGGT  |
| Mef1_Fw            | ACTGATGGTAGCGTTCAATACTC  |
| Mef1_Rv            | CACTCTGAATGTAGGGTCTTCC   |
| Rsm19_Fw           | ACCGGCAGCTAGACTTTTATC    |
| Rsm19_Rv           | ATTGGAGTGCCCTTAGTCATG    |
| Mrp1_Fw            | TGGGTCTTTGATGGAGTT       |
| Mrp1_Rv            | TTGCGACTAACCACGTAA       |
| Mnp1_Fw            | TCGTTTCGACACGAAGACTAAGG  |
| Mnp1_Rv            | TTGGTGCAGCTTCAACGAAT     |
| Pgk1_Fw            | TCATTGGTGGTGGTGACACT     |
| Pgk1_Rv            | GCAACACCTGGCAATTC        |

How the deposited data were processed for this re-analysis (not part of the article)

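Poly-A RNA of WT and *pbp1Δ* *S. cerevisiae* cells in log phase in YPD and 3 h after the switch to YPL was sequenced in 8 libraries, 2 for each of 4 groups. According to the paper's methods, the authors trimmed paired-end reads with TrimGalore, aligned them to the S288C genome with STAR, kept uniquely mapped reads, counted them per gene with featureCounts on the R64-1-1 annotation and tested them with DESeq2. The authors deposited a table of normalized counts, a linear signal in which the reads of each library are divided by a single factor. The trimming, alignment, counting and normalization are therefore already in the values, and were not repeated. The paper's text does not name whether the counting used the strand. Of the genes named in the text, only YDR210W-B overlaps another annotated gene.

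The table lists 5774 genes, of which all 5774 identifiers match the reference annotation of the R64 assembly, 5768 are protein-coding and 0 lie on the mitochondrial chromosome. The smallest mean of a listed gene was 7.05 normalized counts. In every library 100% of the values are whole multiples of a single number at a whole-read tolerance of 0.01. This number was taken as the value of 1 read. Only 58 to 80 values per library lie within 20 reads, too few to test this further, so that no count model was used for the main results. Recovered reads ranged from 34086724 to 39476235 in WT and from 33651287 to 36855386 in *pbp1Δ* libraries in YPD. In YPL they ranged from 34485404 to 38618543 in WT and from 37007483 to 37145992 in *pbp1Δ* libraries. A gene at 0 reads can lie up to 3 reads, or 2.68 to 3.48 normalized counts, and a fold change against a group at or under 3 reads is given as a lower bound.

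Values were analysed as log2(normalized count + 1) for the 5759 genes with a mean of at least 10. They were fitted in limma 3.58.1 (R 4.3.3) with the 4 groups in a single linear model and moderated with a trend in the mean. The comparisons were *pbp1Δ* against WT in YPD, the same in YPL, and the difference between them (the interaction). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.58, and the interaction at an adjusted p under 0.05 alone. With 2 libraries against 2, permutation of the libraries cannot reach such a threshold, so that the tests rest on the model. The other tables and the plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

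The model, its thresholds, the alternatives, the gene lists and the rule for naming genes were set before the data were examined, apart from the alternatives and the list named as added in the closing section. The tested lists were the mitoribosomal subunits, the mitochondrial aminoacyl-tRNA synthetases and translation factors, the cytochrome c oxidase assembly factors, the structural subunits of complexes III, IV and V, the cytosolic aminoacyl-tRNA synthetases, arginine biosynthesis, the a-specific, α-specific and pheromone-induced genes, and 3 lists of genes that the paper names. Lists were tested as sets with camera at a preset correlation of 0.01, and for over-representation among called genes with one-sided Fisher's exact tests. Gene ontology terms came from the experimental annotations of the reference, without terms above them in the ontology. The genes named are those the paper names, the a-specific and α-specific genes, and in each medium the 5 largest decreases and the 5 largest increases among called genes whose libraries do not overlap. Others, *SUL1*, *MRPL38* and *RSM22* among them, were named outside this rule, after their values were seen.

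The fit was tested on simulated data for 5759 genes, of which 200 were changed. For an absolute log2 change of 1 in YPD, 91.5% of the changed genes were called, and 18 unchanged genes were called. For a change of 2 in YPL, 100% were called, with 11 unchanged genes. For an interaction of 1, 52.5% were called, with 5 unchanged genes. The simulated libraries were independent and had the same dispersion in every group, and genes with few counts were left unchanged. In the data, replicates differed more in YPD (SD of the log2 difference 0.58 and 0.53) than in YPL (0.22 and 0.31). Same-numbered YPD libraries of the genotypes also deviated together (correlation 0.85). The percentages therefore do not give the power of the real comparisons.

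The alternatives changed the pseudocount (0.5 and 8), the filter (none, and a mean of at least 100), the scaling, the block, the trend, the libraries in the fit, the fold change threshold, the set test and the motif, and left out each library in turn. The search for Puf3 elements used TGTANATA within 200 nt after the stop codon, with windows of 100 and 300 nt as alternatives. Transcripts encoded in mitochondrial DNA and the qRT-PCR, immunoblot and reporter experiments were not analysed here.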

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

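The tests on *HMRA1* reads, on pheromone terms without the a-specific genes, on genes matched for their response to YPL and on the strains were chosen only after the results were seen.

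Genes specific to a mating type, which the paper's text does not discuss, were among the largest changes. The α-specific *MF(ALPHA)1* was higher in *pbp1Δ* cells by a log2 fold change of 10.32 in YPD and 11.85 in YPL (10.61 or 13.09 with 1 of the WT libraries in YPL left out), *STE3* by 6.16 and 4.32, and *SAG1* by 4.90 and 1.03. *MF(ALPHA)2* was higher by 5.95 in YPD, while its 0.87 in YPL was not called, although 4 of the alternatives, centring and voom among them, called it. The WT libraries held 3 to 78 reads on *MF(ALPHA)1* and the *pbp1Δ* libraries 35905 to 95612. The 4 α-specific genes had a median of 6.06 in YPD and 2.68 in YPL. The 7 a-specific genes went the other way, with medians of -6.26 and -3.56, and all but *ASG7* were called in both media. The 17 pheromone-induced and haploid-specific genes had medians of 0.30 and 0.13. The term for pheromone-dependent signal transduction was over-represented among the genes higher in YPD (3 of its 23 genes, adjusted p = 0.0017, one-sided Fisher's exact test).

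A mislabelled library is argued against by *PBP1*, which had at most 1 read in each *pbp1Δ* library. A single scaling factor per library cannot move these lists in opposite directions. Mating type predicted that a-specific genes are lower and α-specific genes higher in both media, which held for 11 of 11 genes, although the predicted size of over 5 in both media was reached by only 3. *HMRA1* (YCR097W) has a sequence shared with the *MAT***a** locus, which the reference genome lacks at *MAT*. It had 1121 to 1693 reads in WT libraries and 0 in every *pbp1Δ* library, and was at least 389-fold lower in YPD and at least 527-fold lower in YPL. These values are consistent with WT libraries from MATa cells and *pbp1Δ* libraries from MATα cells. The paper's strain table gives the WT strain as MATa and does not print a mating type for *pbp1Δ* cells. At the fold change threshold of 0.58 no pheromone term was over-represented among the genes lower in YPD. Among genes lower by over 1, a setting chosen after seeing the values, 1 term was (3 of its 23 genes, adjusted p = 0.0265), and its 3 called genes (*MFA1*, *MFA2* and *STE2*) are a-specific. Without the a-specific genes 0 terms were, but this test of a-specific genes alone decides nothing, since leaving out those genes fixes its outcome.

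The change in mating-type genes differed between the media by the test of the interaction. The 7 a-specific genes had a median interaction of 2.30, with 0 below 0, and the 4 α-specific genes one of -2.85, with 3 below 0. Adjusted over the list alone, 6 a-specific and 3 α-specific genes were called. Adjusted over all tested genes, 3 were called, *STE2*, *MF(ALPHA)2* and *SAG1*. For *STE2* the interaction was 2.8 (adjusted p = 0.00144 from limma). WT cells had 30165 normalized counts in YPD and 4332 in YPL, against 366 and 368 in *pbp1Δ* cells. For *MF(ALPHA)2* the interaction was -5.09 and for *SAG1* -3.87, and in both the *pbp1Δ* value fell in YPL, from 14291 to 625 and from 34649 to 3057 normalized counts. No explanation of the difference between the media was tested for these genes.

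*SUL1*, a sulfate permease gene, also differed between the media, with an interaction of -1.95 (standard error 0.15, adjusted p = 0.0115 from limma). It had 8281 and 8209 normalized counts in the WT libraries in YPL against 2260 and 2427 in the *pbp1Δ* libraries, so that no single library decides the value. In YPD its mean was 957 in WT cells and 1050 in *pbp1Δ* cells. No explanation was tested for *SUL1*.

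The mitoribosomal subunits differed between the media by a median interaction of -0.51, and the genes with a Puf3 element by -0.15. Several explanations of the lower values in YPL are argued against. After a fit on gene length, GC content and mean level, the median of the mitoribosomal list in YPL was -1.03, although its genes are shorter (median 690 against 1230 nt). A slower shift of all genes that respond to YPL would lower other genes that rise as much in WT cells, but matched genes had a median of -0.2, and -0.12 when genes with an element were left out. For the genes with an element, base composition is argued against by the median of -0.0029 for the reversed motif, and mitochondrial function alone by the median of -0.0037 for 704 genes annotated to the mitochondrion without an element. With an element, 338 such genes had a median of -0.76. Genes with an element outside the mitochondrion (496) had a median of -0.063, so that the element alone does not go with as large a decrease.

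What stays open is the strain. Within the mitoribosomal list the role of the element cannot be told apart from the list itself, since only 1 member, *RSM22* (-0.53 in YPL), lacks it. In the RNA-seq data, strain differences other than *PBP1*, such as mating type, cannot be told apart from the effect of the deletion on these transcripts. The reason is that 0 libraries came from a *pbp1Δ* strain shown to have the WT mating type. The difference between YPD and YPL that the design names could be biological, but this was not separated from the strain (0 such libraries). The paper has other evidence on *PBP1* itself, from truncated forms integrated at its locus. By qRT-PCR it reports less *COX17* and *COX10* mRNA in the truncations that largely lost Puf3 binding. Those experiments were not analysed here.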

How the results depend on the processing

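limma voom on the recovered reads and the fit without the mating-type genes were chosen after seeing the data. The alternatives with count models were not run, since too few low values per library allow a further check of the recovered reads. voom uses the same reads, which were checked only as whole multiples of a single number, and its values carry that limit.

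The median log2 fold changes of the mitoribosomal subunits and of the genes with a Puf3 element kept their direction in both media under every alternative, and their side of the threshold under those with a test. After centring, the median of the genes with an element in YPD was -0.04. The fits that left out a library gave no test. The exception among the interactions was camera with an estimated correlation for the mitoribosomal subunits (-0.51, p = 0.0651), and the p over the other set tests of that interaction ranged up to 0.0272. With a library left out, the median of the genes with an element was from -0.15 to -0.12 in YPD and from -0.26 to -0.23 in YPL, and their interaction from -0.20 to -0.13.

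The number of called genes depended more on the processing. Against 50 genes lower in YPD, 23 were lower after centring each library on its median, 32 without the trend (31 of them among the 50), 9 with only the 4 libraries of that medium and 20 with an absolute log2 fold change over 1. Without the mating-type genes 28 were lower and 2, against 6, higher in YPD, and 1 gene, against 4, was called for the interaction. Against 240 genes lower and 30 higher in YPL, 140 and 11 were called at a fold change over 1. With only the 4 libraries of YPL, 374 were lower and 83 higher. The threshold itself gives the lower counts at a fold change over 1. For the rest the cause was not tested. The single fit uses the same spread of a gene in both media, while replicates differed more in YPD (SD 0.58 and 0.53) than in YPL (0.22 and 0.31). The main YPD calls therefore lean on the closer replicates of YPL. Centring moved the median of all genes from -0.018 to 0.052 in YPD and from -0.006 to 0.056 in YPL, and the share of YPD calls that were lower from 89.3% to 79.3% (23 lower, 6 higher). The pseudocounts and the filters kept each count within 1.5 times. The count of lists over-represented among the genes lower in YPD was 5, and 3 at a fold change over 1. In YPL it was 6, against 24 for gene ontology terms, which are more numerous by construction.

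The groups share replicate numbers, but neither the paper nor the labels say what a number marks. Deviations from the group means correlated across genes by 0.85 between WT and *pbp1Δ* libraries in YPD, by 0.24 in YPL and by -0.22 to 0.01 between media. With the replicate number as a block over both media, 75 genes were lower and 7 higher in YPD and 254 lower and 31 higher in YPL. With a replicate block within each medium, the counts were 192 and 22 in YPD, 401 and 102 in YPL, and 360 for the interaction. The set-level camera calls of the mitoribosomal list and of the genes with an element were unchanged under both blocks. Calls of single genes were gained. With the block over both media these were *COX17* and *MRP1* in YPD and *PGK1* and *ASG7* in YPL, while YAL037C-A lost its call in YPL. With the block within each medium they were *COX17*, *COX10*, *MRP1*, *ASG7*, *RDT1* and *COS12* in YPD and *PGK1*, *ASG7*, *MF(ALPHA)2*, *CTR1*, *CTR3* and *FRE7* in YPL. A shift shared by both libraries of a same-numbered pair cancels in their difference, and in this balanced design also in the difference between the genotypes. The pairs therefore cannot test a batch of this kind. The medians of the mitoribosomal list in the pairs in YPL were -1.23 and -1.09, with a combined SD of the library medians of 0.19. These values show only that the decrease was present in both pairs.

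For single genes, 886 values were computed under other settings, of which 854 kept their direction and call, 5 lost a call, 23 gained one and 4 changed sign. Those 4 are small changes after centring: 0.04 for *PAB1* in YPL, 0.03 for *DHH1* in both media and 0.03 for *PGK1* in YPD. With a library left out, 322 of 332 values kept their direction. Those that changed sign ranged from -0.10 to 0.18 for *COX4* in YPL, from -0.33 to 0.14 for *PUF3* in YPD, from -0.07 to 0.02 for *PAB1* in YPL, from -0.18 to 0.09 for *DHH1* in YPD and from -0.12 to 0.05 in YPL, from -0.17 to 0.02 for *ACT1* in YPD and from -0.28 to 0.21 for *PGK1* in YPD.

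With 2 libraries per group, a gene's call rests on the spread shared across genes. Depth limits *MRPL38*, *RDT1* in *pbp1Δ* cells and *MF(ALPHA)1* in WT cells, whose fold changes rest on few reads.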

Differences from the paper's values

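No test in this part was chosen after the result was seen, apart from those named so. The paper tested genes with DESeq2 and terms with clusterProfiler, and no count model was run here. The terms here counted direct experimental annotations only, so the values compared below come from unlike tests. Whether this accounts for the differences was not tested.

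The paper's Fig 2A, read by eye, shows about 4 mitoribosomal subunits as significant in YPD, against 18 here. Among the alternatives set before the data were examined, an absolute log2 fold change over 1 gave 4. The others stayed apart from it: both pseudocounts, both filters and no fold change threshold gave 18, centring 7, no trend 10, the YPD libraries alone 0, and the replicate blocks 33 and 44.

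In the paper's Fig 2C, the -log10 of the adjusted p of mitochondrial translation in YPD is about 2.8, read by eye, against 18.1 here. The Fisher test at a fold change over 1 gave 2.02, which lies within 1.5 times of the paper's. The other alternatives gave from 0, with the YPD libraries alone, to 45.6, with a replicate block within each medium, and did not close the gap.

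The largest log2 fold change in YPL in the paper's Fig 2B is about 11, read by eye, against 11.85 here for *MF(ALPHA)1*. A pseudocount of 8 gave 10.92. The other alternatives that kept both replicates of the medium and did not use the recovered reads gave 11.85 to 11.96. Leaving out a WT library in YPL gave values on both sides of the paper's, 13.09 without replicate 1 and 10.61 without replicate 2, so the size of the difference rests on single libraries.

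The paper names the S1 Table values raw read counts, while the values are normalized counts with decimals. The strain table prints the motif of the intact reporter as TGTAATA, which occurs 0 times in the 200 nt after *MRP51*, where the reference has TGTAAATA. The paper states with its RNA-seq results that all mitoribosomal subunits are Puf3 targets, and with its qRT-PCR results that most are. Here 77 of 78 had an element in the window searched. A motif in this window is not the same measure as a Puf3 target, so the count does not decide between the wordings. The subunit without an element was *RSM22*, which has none within 300 nt either. Pheromone and conjugation terms that Fig 2C shows among the genes lower in YPD were not over-represented here (smallest adjusted p = 0.198), while at a fold change over 1, a setting used for these terms after the values were seen, 1 was (adjusted p = 0.0265).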

Other observations

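The list of glycolytic and fermentative genes, its tests and the genes named in this part outside the rule were chosen only after the values were seen.

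Glycolytic genes were higher in *pbp1Δ* cells in YPL. The 18 genes of the list had a median log2 fold change of 0.87 in YPL and -0.066 in YPD, and 5 were called higher in YPL, *TDH3*, *GPM1*, *ENO2*, *CDC19* and *PDC1*, by 0.87, 1.00, 0.90, 0.92 and 1.18. *TDH3* was not called when the YPL libraries were fitted alone. Camera with the preset correlation gave p = 8.28e-09 in YPL, but neither an estimated correlation (p = 0.19) nor fry (p = 0.0674) did. The term glycolytic process held 4 of its 16 genes among those higher in YPL (adjusted p = 0.000315, one-sided Fisher's exact test). A slower shift of all genes that respond to YPL is argued against, since genes matched on the fall in WT cells and on mean level had a median of 0.1. *PGK1*, the normalizer of S2 Fig, was higher by 0.87 in YPL (standard error 0.19, adjusted p = 0.061 from limma), and was called under 4 of the alternatives, among them centring. *ACT1*, the normalizer of the qRT-PCR, changed by -0.07 in YPD and 0.26 in YPL. Strain differences stay open for these genes too.

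The replicates in YPD differed in both genotypes. *TDH1* had 47900 and 1820 normalized counts in the WT libraries and 32900 and 1530 in the *pbp1Δ* libraries. In YPL the copper-related *CTR1*, *FRE7* and *CTR3* were lower in *pbp1Δ* cells by -2.16, -3.07 and -1.86 without being called, and the first *pbp1Δ* library decides the values. Without it they were -0.87, -1.33 and -0.71. For *CTR1* the *pbp1Δ* libraries had 5121 and 30374 normalized counts, against 59640 and 51982 in WT cells. No explanation was tested.

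The list of 8 other genes that the paper names, *PBP1* included, had medians of -0.19 in YPD and -0.11 in YPL, and 1 was called lower in YPD and 2 in YPL. *PUF3* changed by -0.09 and -0.19, *PAB1* by -0.29 and -0.03, and *DHH1* by -0.05 and -0.04, of which 0 were called, and only *PAB1* in YPD had an unadjusted p under 0.05. *TOM20*, with 2 elements in the window, changed by -0.35 and -0.54 (adjusted p = 0.0193 in YPL from limma), under the fold change threshold. *MNP1* changed by -0.52 and -1.02 and was called in YPL. *AAC2*, listed as *PET9*, changed by -0.30 in YPD and 0.29 in YPL.

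Among the largest changes were also *AFB1*, higher by 4.45 in YPD and 2.65 in YPL, and *RDT1* (YCL054W-A), lower by -5.87 and -7.41 and called in YPL only, although 2 alternatives, a pseudocount of 8 (-5.20) among them, gave a call in YPD too. *AGA1* was higher by 2.12 and 1.20, and was not called in YPD when the YPD libraries were fitted alone. YDR210W-B, a transposon gene whose sequence has copies elsewhere in the genome and which overlaps another annotated gene by 1317 nt, was at least 36.0-fold lower in YPD and at least 44.0-fold lower in YPL. *COS12*, a member of a gene family between whose copies reads cannot always be assigned, was higher by 1.51 in YPL, and YAL037C-A by 1.61. The YAL037C-A call was lost under 2 alternatives, voom among them. *AFB1* and *RDT1* were outside the a-specific and α-specific lists, and *AFB1* was kept in the fit without the mating-type genes. A difference in mating type between the strains stays open for both. No explanation was tested.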
